# Onset of taste bud cell renewal starts at birth and coincides with a shift in SHH function

**DOI:** 10.7554/eLife.64013

**Published:** 2021-05-19

**Authors:** Erin J Golden, Eric D Larson, Lauren A Shechtman, G Devon Trahan, Dany Gaillard, Timothy J Fellin, Jennifer K Scott, Kenneth L Jones, Linda A Barlow

**Keywords:** taste, Hedgehog signaling, regeneration, SOX2, taste bud, RNAseq, Mouse

## Abstract

Embryonic taste bud primordia are specified as taste placodes on the tongue surface and differentiate into the first taste receptor cells (TRCs) at birth. Throughout adult life, TRCs are continually regenerated from epithelial progenitors. Sonic hedgehog (SHH) signaling regulates TRC development and renewal, repressing taste fate embryonically, but promoting TRC differentiation in adults. Here, using mouse models, we show TRC renewal initiates at birth and coincides with onset of SHHs pro-taste function. Using transcriptional profiling to explore molecular regulators of renewal, we identified *Foxa1* and *Foxa2* as potential SHH target genes in lingual progenitors at birth and show that SHH overexpression in vivo alters FoxA1 and FoxA2 expression relevant to taste buds. We further bioinformatically identify genes relevant to cell adhesion and cell locomotion likely regulated by FOXA1;FOXA2 and show that expression of these candidates is also altered by forced SHH expression. We present a new model where SHH promotes TRC differentiation by regulating changes in epithelial cell adhesion and migration.

## Introduction

Taste buds are the primary end organs of the gustatory system, which reside in three types of specialized epithelial papillae on the tongue: fungiform (FFP) in the anterior tongue and circumvallate and foliate, posteriorly. Regardless of papilla location, each taste bud houses a collection of heterogeneous taste receptor cells (TRCs) that transduce taste stimuli, including sweet, umami, salt, sour, and bitter, to signal palatability, nutritional value, and/or danger of substances in the oral cavity. These signals are conveyed from taste buds to the brain via gustatory nerve fibers of the VIIth and IXth cranial nerves. Despite some neuronal characteristics that accompany their sensory function, all TRCs are modified epithelial cells and are continuously renewed (see Barlow and Klein, 2015). Adult taste cells are generated from progenitors adjacent to taste buds that express cytokeratin 14 (KRT14) and KRT5 (Gaillard et al., 2015; Okubo et al., 2009), a population of basal keratinocytes that also gives rise to the non-taste lingual epithelium that covers the tongue surface. Taste-fated daughter cells exit the cell cycle, enter buds as post-mitotic taste precursor cells that express sonic hedgehog (SHH), and differentiate directly into functional TRCs (Miura et al., 2006; Miura et al., 2014).

Embryonically, taste bud primordia first develop as focal epithelial thickenings, or taste placodes, on the mouse tongue at mid-gestation (embryonic day [E] 12.0) (Mistretta and Bosma, 1972; Mistretta and Liu, 2006). In the anterior tongue, placodes undergo morphogenesis to form FFP, and taste bud primordia are first innervated by gustatory fibers at E14.5 (Lopez and Krimm, 2006); differentiated TRCs are observed in the first postnatal week (Ohtubo et al., 2012; Zhang et al., 2008). Shh and target genes *Gli1* and *Ptch1* are initially co-expressed broadly by lingual epithelium; at E12.5, this pattern resolves to placode-specific SHH expression as taste placodes are specified, while placode-adjacent epithelial cells remain *Gli1+/Ptch1+* (Hall et al., 1999; Jung et al., 1999). Embryonic lineage tracing reveals SHH+ placode cells become the first differentiated TRCs after birth (Thirumangalathu et al., 2009). However, SHH+ placodes do not give rise to adult taste progenitors, as SHH-derived TRCs are steadily lost from taste buds within a few postnatal months (Thirumangalathu et al., 2009). By contrast, lineage tracing of KRT14+ cells initiated in the first postnatal week labels small numbers of taste cells, suggesting that the adult progenitor population is activated in the days following birth (Okubo et al., 2009). It remains to be clarified as to when and how KRT14+ progenitors activate and begin to contribute TRCs to maintain taste buds.

In addition to marking taste placodes in embryonic tongue and post-mitotic precursor cells in mature taste buds, SHH is a key regulator of taste bud development and homeostasis. In embryos, SHH functions to repress taste fate as taste placodes are specified and patterned (El Shahawy et al., 2017; Hall et al., 2003; Iwatsuki et al., 2007; Mistretta et al., 2003); while once taste placodes are established, embryonic taste primordia no longer respond to pharmacological manipulation of hedgehog signaling (Liu et al., 2004). By contrast, in adults, SHH promotes and is required for TRC differentiation. Specifically, ectopic expression of SHH drives formation of ectopic taste buds (Castillo et al., 2014), while pharmacological inhibition or genetic deletion of Hedgehog (Hh) pathway components leads to loss of taste buds (Castillo-Azofeifa et al., 2017; Ermilov et al., 2016; Kumari et al., 2015). Whether the shift in SHH function coincides with progenitor activation has not been explored. SOX2, an SRY-related HMG-box transcription factor, is also a key regulator of embryonic taste bud formation and adult taste cell renewal, and in both contexts, SOX2 is required for TRC differentiation (Castillo-Azofeifa et al., 2018; Ohmoto et al., 2020; Okubo et al., 2006). Additionally, SOX2 function is required downstream of SHH, at least in adult taste cell homeostasis.

Here, we sought to define when TRC renewal from adult progenitors occurs, if this renewal coincides with functional shifts in the response of lingual epithelium to SHH, and identify genetic components, in addition to SOX2, that may function downstream of SHH in TRC renewal.

## Results

### Once specified, taste placodes do not receive additional cells from proliferative KRT14+ basal keratinocytes during embryogenesis

While KRT8 and KRT14 are well known to be expressed embryonically by taste placodes and taste bud primordia, and developing lingual progenitors, respectively (Iwasaki et al., 2003; Mbiene and Roberts, 2003), their contemporaneous expression had not been carefully described for the developing anterior lingual epithelium. Thus, we performed immunofluorescence for KRT8 and KRT14 on sections of embryonic tongues at progressive stages (Figure 1). Before taste placodes emerge, the tongue anlage is covered by a simple bilayered epithelium that broadly expresses KRT8 (Mbiene and Roberts, 2003). We observed KRT14 co-expression with KRT8 throughout the lingual epithelium at E12.0 (Figure 1A–C’). At E13.5, following placode specification, KRT8 is expressed in placodes and downregulated in non-taste epithelium, although, consistent with previous reports, KRT8 persists in superficial periderm (Figure 1D–F, yellow arrows in E) (Mbiene and Roberts, 2003). At E13.5, KRT14 expression is mostly lost from placodes but evident in cells adjacent to placodes as well as throughout the lingual epithelium. These patterns are refined at E16.5; in each FFP, KRT8+ taste bud primordia are KRT14− immunonegative (Figure 1I, asterisk), and KRT8 expression is fully absent from KRT14+ non-taste lingual epithelium as the periderm is lost by this stage (Sengel, 1976; Figure 1G,H). Thus, taste placodes emerge from embryonic stratifying epithelium that co-expresses KRT14 and KRT8; placode specification results in downregulation of placodal KRT14 and maintenance of KRT8 in taste bud primordia, while KRT14+ non-taste epithelium downregulates KRT8.

**Figure 1.**
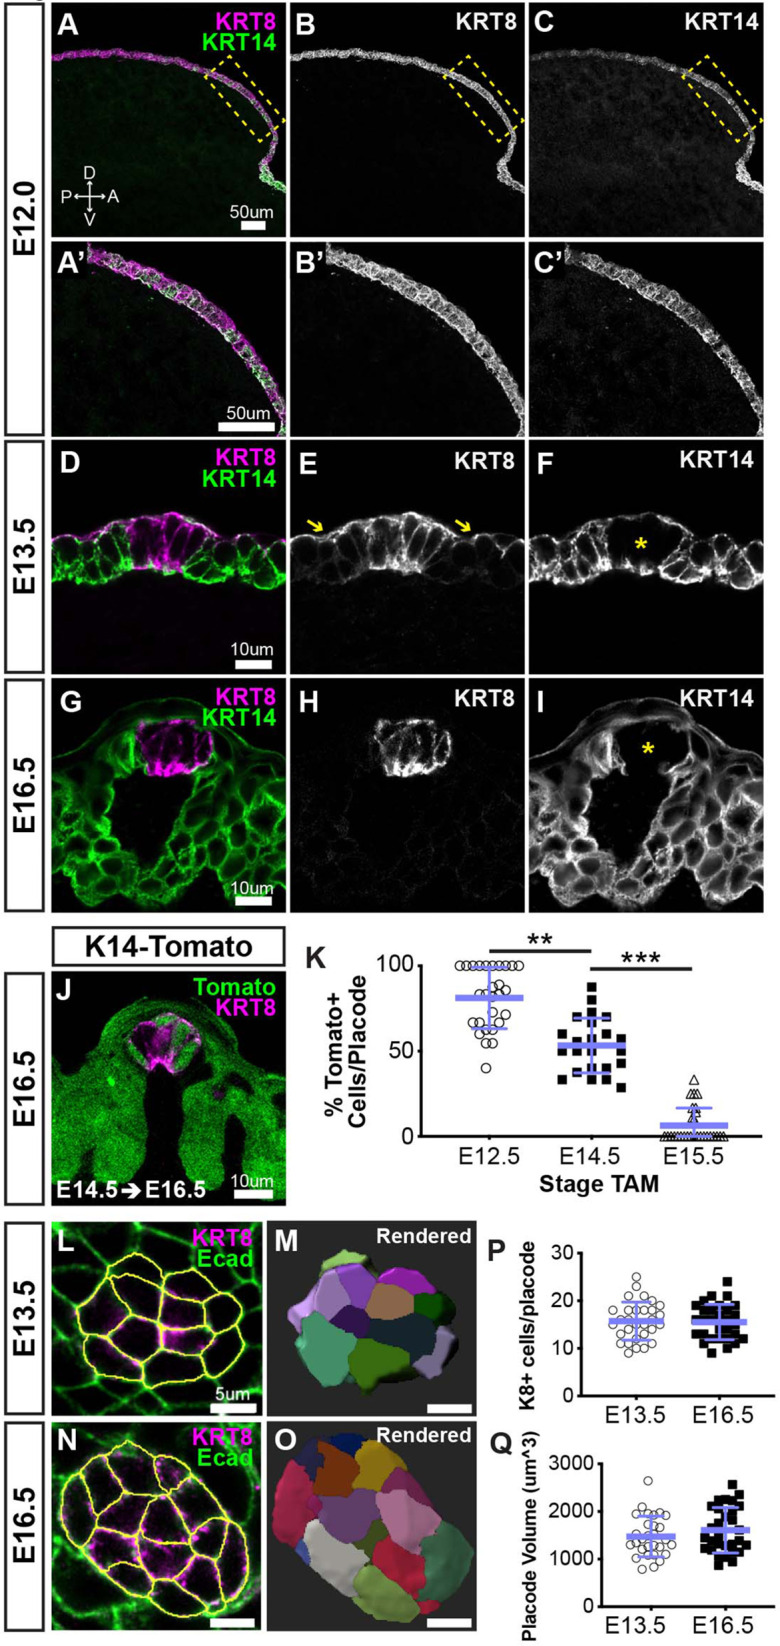
Taste placodes arise from KRT14+ progenitors that do not contribute further to taste bud primordia during embryogenesis. (**A–C’**) Before taste placodes are evident (E12.0), KRT14 (green) and KRT8 (magenta) are co-expressed in lingual epithelium. (**D–F**) At E13.5, KRT8 expression is expressed by taste placodes (asterisk in **F**), and surface periderm (**E**, yellow arrows). KRT14 is evident only basally and apically in placodes (asterisk in **F**) but remains well expressed in non-taste epithelium. (**G–I**) At E16.5, KRT8 is expressed exclusively by taste bud primordia (**H**), which lack KRT14, while non-taste basal epithelial cells are robustly KRT14+. (**J**) *Krt14^CreERT2^; R26R^tdTomato^* (KRT14-tomato; green) induced at E12.5 labels a subset of KRT8+ (magenta) placode cells at E14.5. (**A**–**J** are confocal optical sections acquired at 0.75 µm.) (**K**) Quantification of placodal KRT14-Tomato+ cells 48 hr after tamoxifen induction at progressive stages, for example tamoxifen at E12.5, analysis at E14.5. Blue bars: mean ± SD (n = 3 animals per stage, 6–11 placodes per animal, open and shaded shapes). Student’s t-test **p<0.01, ***p<0.0001. (**L–O**) E13.5 and E16.5 taste placodes (KRT8+, magenta) in E-cadherin (Ecad) immunostained whole tongues were imaged through their apical-to-basal extent, 3D reconstructed and individual cells defined in Imaris (see Materials and methods). White outlines (**L, N**) and randomly assigned colors (**M, O**) indicate individual placode cells. (**P, Q**) Total cell number and placode volume did not differ between stages. Blue bars: mean ± SD (n = 3 animals per stage, 10 placodes per animal, open and shaded shapes).

In adult tongues, KRT8 is a marker of differentiated TRCs (Knapp et al., 1995; Okubo et al., 2009), which continuously renew from KRT14+ progenitors. Thus, we next asked if KRT14+ cells likewise contribute cells to undifferentiated KRT8+ taste placodes and/or taste bud primordia in embryos. Genetic lineage tracing in *Krt14^CreERT2^;R26R^tdTomato^* (K14-tomato) embryos was activated via tamoxifen at E12.5, E14.5, or E15.5, spanning the period over which taste placodes are patterned and specified. Embryos were harvested for KRT8 immunostaining after 48 hr. At all stages, tomato+ cells were observed in lingual epithelium (Figure 1J, and data not shown), consistent with KRT14+ cell generation of lingual epithelium during embryogenesis (Liu et al., 2007). No tomato expression was observed in untreated transgenic embryos (not shown). When K14-tomato was induced at E12.5 and assayed 48 hr later (E14.5), most KRT8+ placodal cells were tomato+ (Figure 1K). Despite limited KRT14 immunoreactivity in taste placodes at E13.5 (see Figure 1F), KRT14-tomato lineage trace initiated at E14.5 resulted in 50% tomato+/KRT8+ cells 48 hr later (E16.5. Figure 1J,K). At E17.5 after lineage trace induction at E15.5, most KRT8+ taste bud primordia fully lacked tomato+ cells (Figure 1K).

Because taste placode cells are largely KRT14-immunonegative at E13.5 (Figure 1D–F), we reasoned that tomato-labeling at E16.5 from lineage trace induced at E14.5 (Figure 1J,K) could reflect continued addition of new KRT14+ progenitor-derived cells post-placode specification. Taste placodes are post-mitotic (Farbman and Mbiene, 1991; Mbiene and Roberts, 2003; Thirumangalathu and Barlow, 2015); thus, if embryonic KRT14+ progenitors contribute new cells to placodes, the number of cells per placode should increase during development. To determine whether cells were added to taste bud primordia after specification, we tallied the cell number and volume of taste placodes and bud primordia at E13.5 and E16.5, respectively (Figure 1L–O and see Materials and methods). We found developing taste buds were static in both cell number and volume (Figure 1P,Q), ruling out an embryonic KRT14+ progenitor contribution to taste bud primordia following placode specification. We suspect that low-level KRT14 and/or Cre recombinase expression prolonged lineage trace by tamoxifen induction at E14.5.

### KRT14+ progenitors contribute to taste buds at birth

To define the onset of new taste cell production, we first compared the number of KRT8+ cells per taste bud section at E16.5 and early postnatal day (P2, P9) stages. KRT8+ taste cell number was comparable between E16.5 and P2 but increased significantly between P2 and P9 (Figure 2A), suggestive of the addition of new taste cells during the first postnatal week. To track the entry of cells into buds, we first used thymidine analog birthdating at progressive postnatal timepoints. In pups treated with 5-ethynyl-2′-deoxyuridine (EdU) at P0, EdU+ cells were observed within KRT8+ taste buds 48 hr later, indicating the addition of new taste cells begins at birth (Figure 2B,C). Comparable rates of intragemmal labeling were observed in postnatal taste buds when EdU was administered at P7 or P14 and quantified at P9 or P16, respectively (Figure 2B,D,E). Previous reports indicated that KRT14 lineage tracing initiated at P2 resulted in sparse labeling of taste bud cells at P9 (Okubo et al., 2009). To confirm new postnatal taste cells were derived from KRT14+ progenitors, we induced Cre recombination in *Krt14^CreERT2^; R26R^YFP^* (K14-YFP) pups at P0, P7, or P14 and analyzed YFP+ cell distribution 48 hr later (P2, P9, P16). YFP+KRT8+ cells were readily observed within taste buds at each stage (Figure 2F–I); additionally, the proportion of taste buds with KRT14-lineage traced cells increased significantly over the first two postnatal weeks (Figure 2F–I). Taken together, our results indicate that KRT14+ progenitors generate new taste cells at birth, and this contribution steadily increases postnatally, leading to taste bud growth.

**Figure 2.**
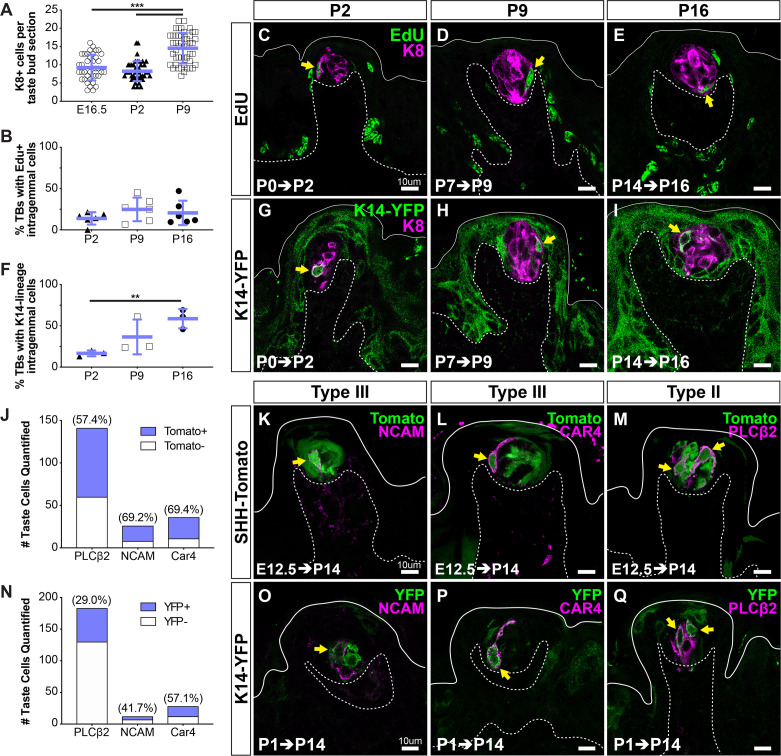
KRT14+ progenitor contribution of new cells to taste buds begins at birth. (**A**) Quantification of KRT8+ cells per FFP section reveals taste bud cell number does not increase until P9. Blue bars: mean ± SD (n = 3 animals per stage, 8–18 taste buds per animal, open and shaded shapes) Student’s t-test ***p<0.001. (**B–E**) In pups that received EdU at P0, P7, or P9, analysis at 48 hr revealed comparable proportions of taste buds housed newly generated EdU+/KRT8+ cells (yellow arrows in **C–E**) regardless of postnatal day of labeling (EdU green, KRT8 magenta). (**F–I**) Lineage tracing with *Krt14^CreERT2^; R26R^YFP^* (KRT14-YFP) initiated at P0, P7, or P14 assessed at 48 hr showed extensive YFP expression (green) in FFP non-taste epithelium as well as YFP+/KRT8+ cells in taste buds (magenta, yellow arrows in **G–I**). (**C–E, G–I**) Dashed lines delimit the basement membrane; solid lines delimit the epithelial surface. (**B, F**) Blue bars: mean ± SD Student’s t-test **p<0.005 (**B**: n = 6 animals per stage, 14–28 taste buds per animal; **F**: n = 3 animals per stage, 10–24 taste buds per animal). (**J–M**) SHH+ taste precursor cells are not lineage restricted. *Shh^CreERT2^; R26R^tdTomato^* (SHH-Tomato, green) mice treated with TAM at E12.5 reveals similar proportions of type III (NCAM+, CAR4+ magenta in **K**, **L**) and type II (PLCß2+ magenta in M) taste cells are tomato+ (green) (N = 3 mice, counts from 24 NCAM+, 30 CAR4+ and 30 PLCß2+ total TBs). (**N–Q**) Postnatally activated KRT14+ progenitors are not lineage restricted. *Krt14^CreERT2^;R26R^YFP^* (K14-YFP, green) mice treated with TAM at P1 labels both type III (NCAM+, CAR4+ magenta in **O**, **P**) and type II (PLCß2 magenta in **Q**). Double labeled cells indicated with yellow arrows in all image panels. Dashed lines delimit the basement membrane; solid lines delimit the epithelial surface.

### Embryonic SHH+ taste placodes and postnatal KRT14+ progenitors give rise to comparable proportions of differentiated taste cell types

Murine taste buds each house ~60 functionally and morphologically heterogeneous cells, including type I support cells, type II detectors of sweet, bitter or umami, and type III sour receptor cells (Roper and Chaudhari, 2017). In adult taste buds, SHH+ cells are immediate precursors for all mature TRC types (Miura et al., 2014; Takeda et al., 2013). Whether SHH+ embryonic taste precursors are similarly competent has not been fully defined. Previously, we used a low-efficiency Cre reporter to trace SHH-expressing taste placode cells from E12.5 into adulthood (*Shh^CreERT2^;R26R^LacZ^)* (Thirumangalathu et al., 2009). At 6 weeks, embryonically derived type I and type II TRCs were readily observed, but lineage labeled type III cells were not, suggesting embryonic taste precursors may be lineage restricted. However, type III cells account for <10% of adult TRCs (Ma et al., 2007; Ohtubo and Yoshii, 2011), and our previous experimental parameters were not optimized to detect this less common cell population.

Here, to determine if type III, like type I and II TRCs, arise from SHH+ placodes, we employed a high-efficiency Cre reporter allele, *R26R^tdTomato^* (Madisen et al., 2010) to assess taste cell fate in *Shh^CreERT2^; R26R^tdTomato^* (Shh-tomato) pups. Cre induction at E12.5 resulted in robust lineage labeling at P14: 95.2% (±0.01% s.e.m., N = 3 animals) of taste buds were tomato+ with 10.6 (±1.1 s.e.m.) tomato+ cells per taste bud profile (compare with our previous finding of 49.7 ± 7.83% of labeled taste buds with 2.9 ± 0.41 placode-descendent cells per taste bud profile [Thirumangalathu et al., 2009]).

Immunostaining for type III TRC markers NCAM and CAR4 revealed significant double labeling in Shh-tomato taste buds. Specifically, ~70% of both NCAM+ cells and CAR4+ cells were tomato+ at P14 (Figure 2J–L). Similarly, ~60% of PLCß2+ type II cells were tomato+ at P14, following placodal lineage trace initiated at E12.5 (Figure 2J,M). Together with our previously published findings (Thirumangalathu et al., 2009), we show SHH+ taste placode cells give rise to all TRC types postnatally. Furthermore, we find placodally derived cells comprise slight majorities of type II and III TRCs at P14, suggesting that unlabeled TRCs were new cells derived from KRT14+ progenitors in the first postnatal weeks.

To test this, we induced K14-YFP lineage trace at P0, P7, or P14, and following a 48 hr or 72 hr chase, immunostained tongue sections for markers of type II and III TRCs as above. However, despite ample numbers of YFP+ cells within taste buds, we did not detect YFP+TRCs immunopositive for PLCß2, NCAM, or CAR4 (data not shown). In adult rodents, type II and III TRCs require ~3.5 days from their terminal division to turn on expression of cell type-specific immunomarkers (Cho et al., 1998; Hamamichi et al., 2006; Perea-Martinez et al., 2013); the lack of double labeling in short -term postnatal lineage tracing here suggested the rate of differentiation of postnatally derived TRCs is comparable to that of adults. Thus, we next examined the fate of newly generated TRCs in tongues from mice traced by induction of K14-YFP at P1 and harvested at P15. Similar to *Shh^CreERT2^* lineage tracing, KRT14 lineage tracing resulted in labeling of both type II and III cells in comparable but not identical proportions (Figure 2N–Q), indicating that SHH+ taste primordia and postnatal KRT14+ progenitors, nonetheless, have no bias in terms of taste cell type production and are both competent to differentiate the full taste bud lineage.

### SHH represses taste fate during placode specification and promotes taste fate postnatally

The Hh pathway has opposing roles in embryonic versus adult taste epithelium – restricting taste fate during placode specification and promoting taste cell differentiation during adult renewal (Barlow, 2015). We next used genetic deletion and activation of the Shh pathway to determine when this shift occurs.

Pharmacologic inhibition or genetic deletion of SHH signaling during placode specification results in overproduction of enlarged taste buds (El Shahawy et al., 2017; Hall et al., 2003; Iwatsuki et al., 2007; Liu et al., 2004; Mistretta et al., 2003). However, the effects of this disruption on later aspects of taste bud development, including TRC differentiation, have not been assessed. Previously, we observed differentiated type I and II TRCs within a subset of taste buds at E18.5 (Thirumangalathu and Barlow, 2015), and further analysis here reveals differentiation of all three TRC types is underway at E17.5 (Figure 3—figure supplement 1). To determine whether loss of Shh signaling affects TRC differentiation, we induced *Shh* deletion in *Shh^CreERT2/fl^* (Shh-ShhcKO) mice (Castillo-Azofeifa et al., 2017; El Shahawy et al., 2017). Tamoxifen induction at E13.5 resulted in reduced *Shh* mRNA in E18.5 lingual epithelium, as well as reduced expression of its target transcriptional regulator, *Gli1* (Figure 3). In Shh-ShhcKO embyos induced at E12.5 and analyzed E18.5, the total number and size of KRT8+ taste buds and FFP were significantly increased (Figure 3B–F). Additionally, E12.5 Shh-ShhcKO significantly increased the proportion of taste buds containing differentiated type I (NTPdase2+), II (PLCß2+), and III (NCAM+) TRCs compared to *Shh^wt/fl^* littermate controls (Figure 3G–I), indicating that Shh reduction during placode specification accelerated taste bud differentiation. This outcome is likely due to the loss of Shh’s repressive role on Wnt/ß-catenin signaling during placode specification that in turn leads to precocious TRC differentiation (Iwatsuki et al., 2007; Thirumangalathu and Barlow, 2015).

**Figure 3.**
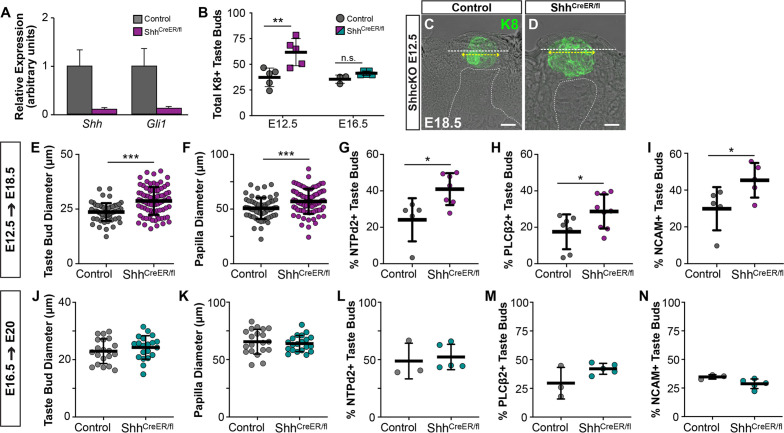
The timing of genetic deletion of Shh determines its impact on taste development in vivo. (**A**) *Shh* and *Gli1* are reduced in tongues of *Shh^CreERT2/fl^* embryos at E18.5, induced at E13.5. (**B**) SHH deletion at E12.5 results in more KRT8+ taste buds at E18.5, but deletion at E16.5 does not alter taste bud number (N = 3–5 embryos per timepoint per genotype; Student’s t-test **p<0.01). (**C, D**) Genetic deletion of SHH at E12.5 increases KRT8+ (green) taste bud profile diameter (yellow dash with arrows) and FFP diameter (white dash). Dotted line indicates basement membrane. Scale bar: 10 μm. (**E, F**) Taste bud and papilla diameter increases significantly in *Shh^CreERT2/fl^* induced at E12.5 and assayed at E18.5 (N = 3–4 embryos per genotype, 20 taste buds per animal, Students t-test, ***p<0.001, **p<0.01). (**G–I**) The proportion of E18.5 taste buds housing type I (NTPdase2+), II (PLCß2+), and III (NCAM+) TRCs is significantly increased by SHH deletion at E12.5 (N = 5–8 animals per genotype, Student *t-*test, *p<0.05). (**J, K**) SHH deletion at E16.5 does not change taste bud number or size assayed at E20. (**L–N**) SHH deletion at E16.5 does not lead to precocious differentiation of type I (NTPdase2+), II (PLCß2+), and III (NCAM+) TRCs at E20. Black bars: mean ± SD for all plots.

**Figure 3—figure supplement 1.**
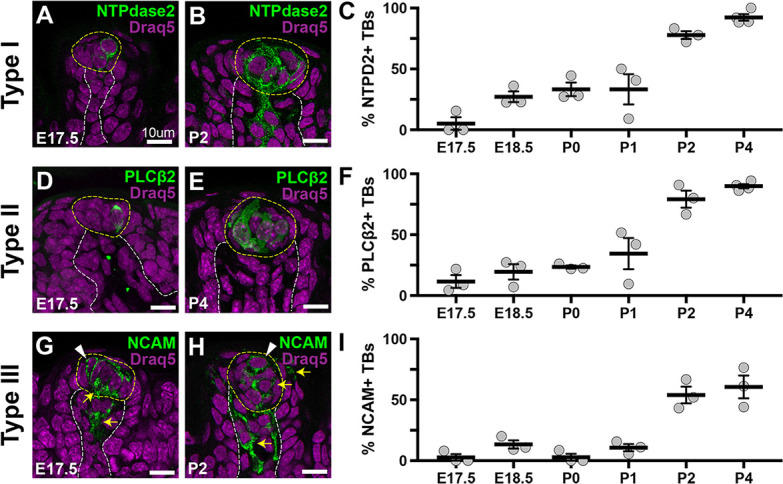
Taste receptor cell differentiation begins before birth. (**A, B**) NTPDase2+ (green) type I TRCs are detected in taste bud primordia at E17.5 and taste buds at P2. (**C**) The proportion of taste buds housing type I cells increases around birth, such that ~100% contain NTPDase2+ cells at P4. (**D, E**) PLCß2+ (green) type II cells are detected in taste bud primordia and immature buds at E17.5 and P4, respectively. (**F**) The proportion of taste buds housing type II cells increases to ~100% by P4. (**G, H**) Small numbers of NCAM+ (green) type III cells (arrowheads), in addition to NCAM+ gustatory neurites (yellow arrows), are detected in taste bud primordia and immature taste buds at E17.5 and P2, respectively. (**I**) Type III cells are detected rarely before birth but found in ~50% of buds by P2. (**A, B, G, H**) Single 0.75 µm optical sections; (**D, E**) compressed Z-stacks (11 × 0.75 µm optical sections). Draq5 nuclear counterstain (magenta). Dashed lines delimit FFP core and encircle taste primordia (**A, D, G**) or buds (**B, E, H**). N = 3–4 mice per time point, 65–120 taste buds per animal.

Pharmacologic inhibition of the Shh pathway effector, Smoothened, in embryonic rat tongue explants suggests that Shh no longer regulates placode development once these structures have formed (Liu et al., 2004). Consistent with this, ShhcKO induced at E16.5 did not alter the number or size of FFP or KRT8+ taste buds (Figure 3B,J,K). Moreover, E16.5 induction of ShhcKO did not accelerate TRC differentiation; similar proportions of taste buds housed type I (NTPdase2+), II (PLCß2+), and III (NCAM+) TRCs in ShhcKO and control tongues at E20 (Figure 3L-N). Our in vivo results confirm and expand upon in vitro studies showing taste epithelium is not sensitive to Shh pathway inhibition in late gestation (Liu et al., 2004) (but see Cohen et al., 2019).

In contrast to its repressive function in embryos, in adult lingual epithelium misexpression of SHH induces ectopic taste buds in non-taste lingual epithelium (Castillo et al., 2014). Thus, we next asked if SHH promotes taste fate at birth, coinciding with the onset of taste cell production by KRT14+ progenitors. *Krt14^CreERT2^;Rosa^SHHcKI-IRES-nVenus^* (K14-SHHcKI) was induced in neonatal mice and tongues analyzed after 14 days. In addition to SHH, *Rosa^SHHcKI-IRES-nVenus^* drives expression of nuclear Venus (YFP) in SHH+ cells. As in adults (Castillo et al., 2014), neonatal *Krt14^CreERT2^* recombination resulted in patches of SHH-YFP+ cells in both FFP and non-taste epithelium. When K14-SHHcKI was induced at P1 and assessed at P15, small numbers of ectopic KRT8+ cells were detected in SHH-YFP+ non-taste lingual epithelium (Figure 4A,B). P1 induction of K14-SHHcKI largely resulted in individual ectopic KRT8+ cells (Figure 4A, yellow arrow). Significantly more KRT8+ cell clusters formed in K14-SHHcKI tongues induced at P14 and harvested at P28 (Figure 3C,D), and these ectopic buds co-expressed markers of type I (NTPdase2), II (PLCß2), and III TRCs (5HT; Huang et al., 2005; Figure 4E–G). Notably, forced SHH expression postnatally had no effect on endogenous FFP taste bud number (Figure 4B,D). By contrast, embryonic induction of K14-SHHcKI at E12.5 did not lead to the formation of ectopic buds at P14, but as expected repressed endogenous FFP taste bud development (Figure 4—figure supplement 1).

**Figure 4.**
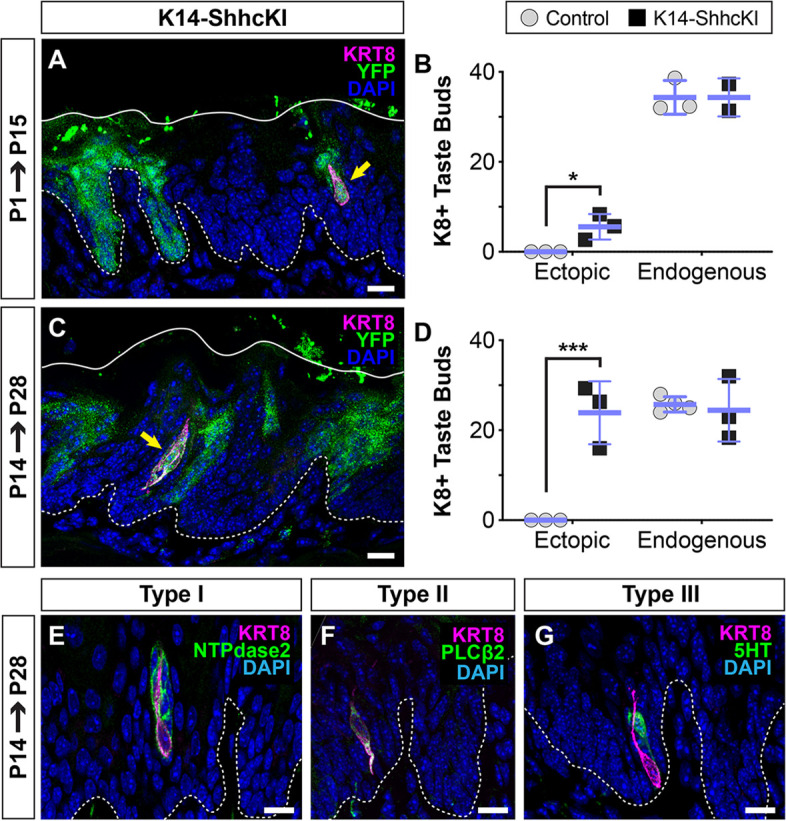
SHH promotes taste fate at birth. (**A, B**) KRT14-SHHcKI-YFP induction at P1 drives production of small numbers of ectopic KRT+ cells (magenta, yellow arrow) in patches of YFP+ non-taste lingual epithelium at P14 but does not impact the number of endogenous taste buds (n = 3 mice per timepoint) (Student’s t-test *p<0.03). (**C, D**) KRT14-SHHcKI-YFP induction at P14 induces more and larger ectopic KRT8+ taste cell clusters at P28, with endogenous taste bud number unaffected (n = 3 mice per timepoint) (Student’s t-test ***p<0.005). (**E–G**) Ectopic taste buds at P28 house cells expressing markers of type I (NTPdase2 **E**), II (PLCß2, **F**), and III (5HT, **G**) taste cells. (**A, C, E–G**) Dashed lines delimit the basement membrane; solid lines delimit the epithelial surface; yellow arrows indicate ectopic KRT8+ taste cells. Nuclei counter stained with DAPI. Scale bar: 10 µm.

**Figure 4—figure supplement 1.**
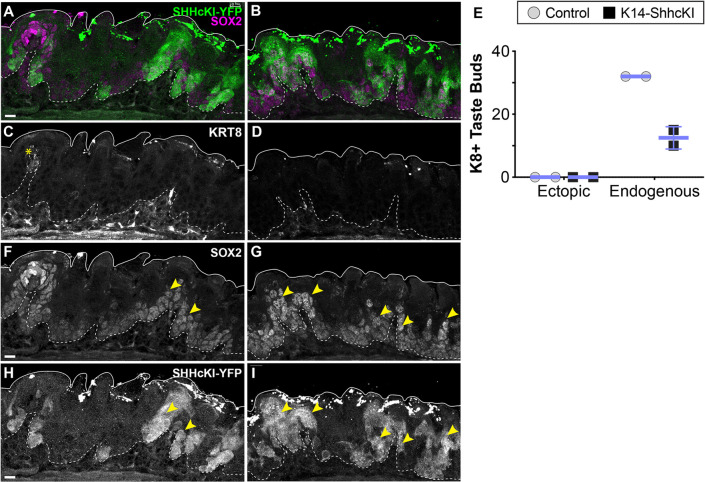
Forced expression of SHH in embryonic lingual epithelium represses development of endogenous taste buds but does not induce ectopic taste buds. (**A–D**) Tamoxifen induction of K14-SHHcKI-YFP at E12.5 leads to mosaic YFP expression at P14 (**A**, **B:** green), but ectopic KRT8+ taste buds do not form in these patches (white **C**, **D, E**). Endogenous FFP KRT8+ taste buds are detected (**C:** asterisk) but are reduced in number in mutants compared to controls (**E**). (**A, B, F, G**) SOX2 expression (magenta **A, B**; white **F**, **G**) appears upregulated (arrowheads **F**, **G**) in the larger SHHcKI-YFP+ patches in non-taste epithelium (white **H, I**), consistent both with the upregulation of SOX2 by ectopic SHH in adult tongues (Castillo et al., 2014) and the report that overexpression of SOX2 in embryonic lingual epithelium in insufficient to drive taste bud differentiation (Okubo et al., 2006). Scale bar: 10 μm.

### Neurally supplied SHH is not required for taste progenitor activation

In adult tongue, SHH is expressed by gustatory sensory neurons of the VIIth cranial ganglion as well as post-mitotic taste precursor cells that differentiate all three functional TRCs. We have shown these cell populations together supply SHH to support continual TRC differentiation (Castillo-Azofeifa et al., 2017; Miura et al., 2003; but see Lu et al., 2018 and discussed below). However, embryonic taste placodes are not innervated at specification, hence the only early source of lingual SHH is placodal (Hall et al., 1999). Gustatory neurons develop by E10.5 (Cordes, 2001) and gustatory neurites first penetrate the taste epithelium at E14.5 (Krimm, 2007; Lopez and Krimm, 2006). When gustatory neurons start to express SHH has not been determined. Thus, we next asked whether SHHs functional shift from a repressor of taste fate to a driver of TRC differentiation is correlated with the onset of gustatory neuron supply of SHH to embryonic taste primordia.

Lineage tracing with *Shh^CreERT2^;R26T^tdTomato^* leads to ample labeling of gustatory innervation in adult mice after 2 weeks (Castillo-Azofeifa et al., 2017). Thus, we induced Shh-tomato lineage tracing in embryos during placode specification (E12.5) and quantified the number of tomato+ nerve fibers within the core of each FFP at P14. In addition to ample taste bud cell labeling as expected, Shh lineage tracing revealed that ~1/3rd of taste buds were contacted by one or more tomato+ neurites at P14 (Figure 5A,C,D). Thus, some gustatory neurons already express SHH as early as E12.5. When lineage tracing was induced at birth (P0), well after nerve contacts are established, and similarly examined at P14, the proportion of FFP with tomato+ neurites increased significantly and taste buds were contacted by more tomato+ neurites (Figure 5B–D). Taken together, these results indicate that some gustatory neurons express SHH embryonically, well before the shift in SHH function, which occurs at birth.

**Figure 5.**
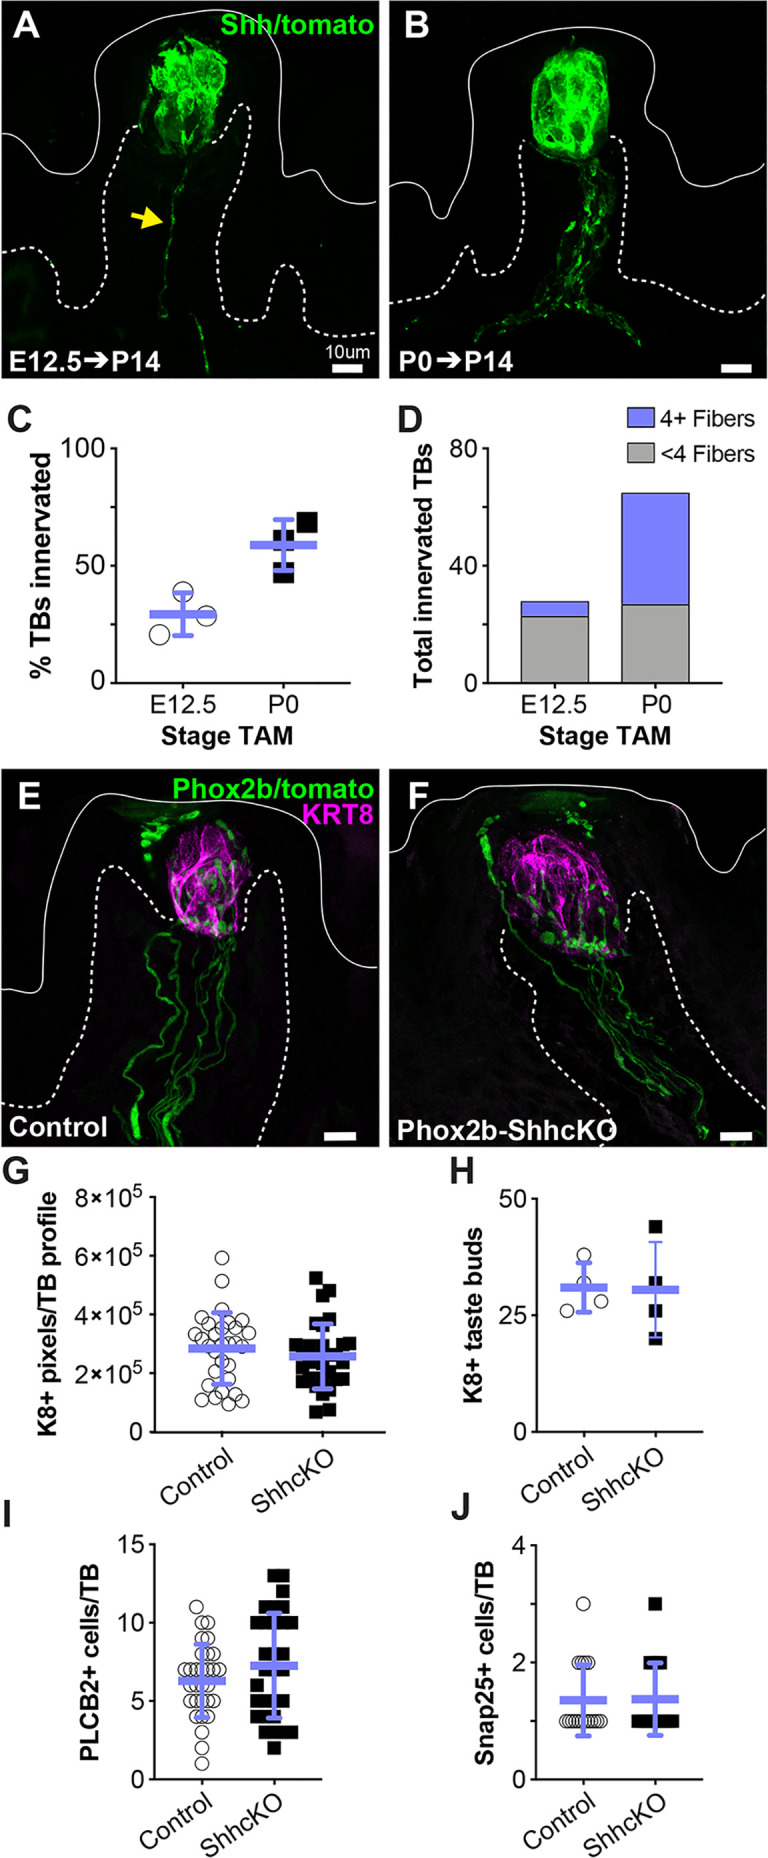
Embryonic gustatory neurons express SHH, but neural SHH is not required for taste development or postnatal taste bud maintenance. (**A**) *Shh^CreERT2^; R26R^tdTomato^* (SHH-tomato) induction at E12.5 drives tomato expression (green) in taste cells and sparse gustatory neurites (yellow arrow) at P14. (**B**) Induction of SHH-tomato at P0 results in tomato+ taste cells and more numerous reporter-expressing gustatory neurites at P14. (**C**) More taste buds are innervated at P14 by P0 SHH-tomato lineage traced fibers compared to fibers lineage traced starting at E12.5. Student’s *t-*test p=0.02. (**D**) At P14, individual taste buds are innervated more densely when lineage trace is initiated at P0 compared to initiation at E12.5 (n = 3 mice per stage, E12.5 induction – 98 taste buds, P0 induction – 111 taste buds). (**E, F**) *Phox2b^Cre^* drives tomato expression (green) in gustatory neurites innervating KRT8+ taste buds (magenta) in control (*Phox2bCre;R26R^tdTomato^*) and Phox2b-SHHcKO (*Phox2bCre;Shh^fl/fl^;R26R^tdTomato^*) mice. (**G, H**) Taste bud size (KRT8+ pixels per taste bud profile) and number do not differ between controls and Phox2b-SHHcKO mice at 10 weeks postnatal. (**I–K**) Phox2b-SHHcKO does not disrupt differentiation of PLCß2+ type II (**I**) or SNAP25+ type III (**J**) taste cells. Blue bars: mean ± SD (n = 3–4 mice per condition; 10 taste buds per animal; open and shaded shapes).

We next tested if neuronal SHH is required for embryonic taste bud development and/or progenitor function postnatally. PHOX2b is a transcription factor expressed by developing cranial sensory neurons, including gustatory neurons that innervate FFP taste buds (Ohman-Gault et al., 2017; Sajgo et al., 2016). We used *Phox2b^Cre^* (Scott et al., 2011) to constitutively delete SHH and drive tomato expression within PHOX2b+ neurons (*Phox2b^Cre^;Shh^fl/fl^;R26R^tdTomato^*) (Phox2b-ShhcKO) (Figure 5E,F). When assessed at 10 weeks, taste buds in Phox2b-ShhcKO mice were indistinguishable from control *Phox2b^Cre^; R26R^tdTomato^* littermates; we found no differences in taste bud number, size (KRT8+ pixels/taste bud), or type II or III TRC differentiation (Figure 5G–J). These results suggest that neural SHH is dispensable for embryonic taste placode specification and postnatal taste bud differentiation, and are consistent with our previously findings in adults where epithelial SHH can compensate for loss of neuronal SHH to maintain adult taste buds (Castillo-Azofeifa et al., 2017).

### Transcriptional profiling of lingual progenitors reveals additional candidates that function downstream of SHH in TRC renewal

The transcription factor SOX2 plays a critical role in taste bud development and renewal and is required downstream of SHH for adult taste bud differentiation (Castillo-Azofeifa et al., 2018; Ohmoto et al., 2020; Okubo et al., 2006). At P0, SOX2 is highly expressed in and around KRT8+ taste buds (Figure 6A, yellow arrows), moderately expressed by FFP basal progenitors (Figure 6A, yellow arrowheads), and dimly expressed by basal keratinocytes of the interpapilliary non-taste epithelium (Figure 6A, white arrowheads; see Nakayama et al., 2015), an expression pattern that is recapitulated in *SOX2-EGFP* (SOX2-GFP) reporter mice (Figure 6B; Okubo et al., 2006; Taranova et al., 2006). This expression pattern has led to the suggestion that high SOX2 is associated with taste fate, while moderate/dim SOX2 marks non-taste progenitors (Castillo-Azofeifa et al., 2018; Nakayama et al., 2015; Okubo et al., 2006). Thus, we sought to compare the transcriptional profiles of SOX2-GFP high vs low expressing epithelial cell populations at P0 to identify genetic pathways associated with activation of KRT14+ progenitors.

**Figure 6.**
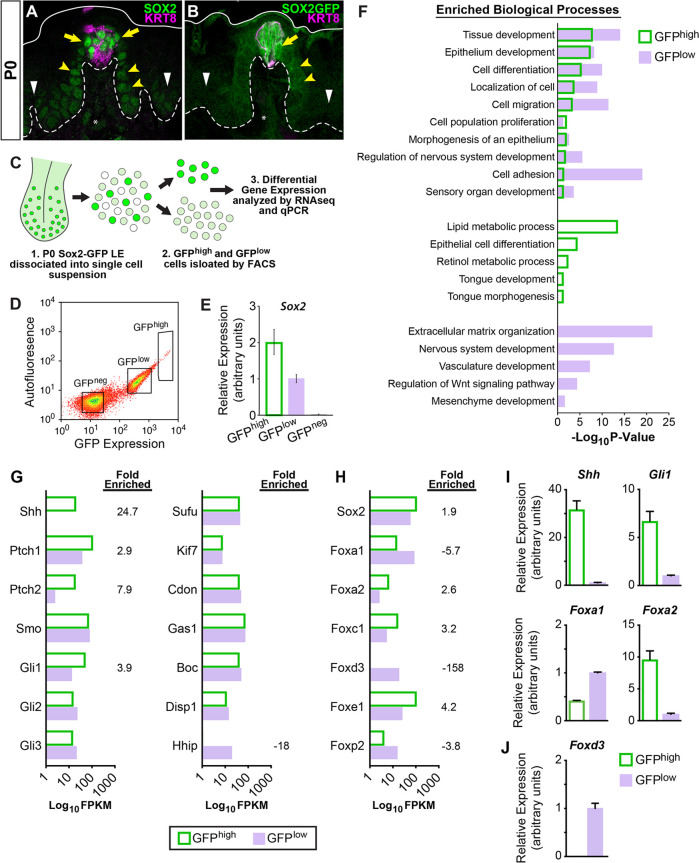
SHH pathway associated genes are differentially expressed in SOX2-GFP lingual epithelial cells. (**A, B**) At P0, SOX2 and SOX2-GFP (green) are expressed highly in KRT8+ taste buds (magenta) and perigemmal cells (yellow arrows), at lower levels in FFP epithelium (yellow arrowheads) and least intensely in non-taste epithelial basal cells (white arrowheads). Dashed lines delimit basement membrane, solid lines delimit apical epithelial surface. (**C**) Experimental procedure to isolate SOX2-GFP^high^ and SOX2-GFP^low^ lingual epithelial cells of P0 pups for RNAseq and qPCR analysis. (**D**) SOX2-GFP^high^, SOX2-GFP^low^, and SOX2-GFP^neg^ FAC sorted lingual epithelial cells were collected in discrete fluorescence bins from an expression continuum. (**E**) qPCR for *Sox2* confirms expression is highest in SOX2-GFP^high^ cells and absent in SOX2-GFP^neg^ cells. (**F**) GO term analysis of differentially expressed genes revealed processes enriched in SOX2-GFP^high^ vs SOX2-GFP^low^ populations (see text for details). (**G**) SHH pathway genes are enriched in SOX2-GFP epithelial cells. (**H**) Transcription factors associated with SHH signaling are differentially expressed in SOX2-GFP^high^ vs SOX2-GFP^low^ epithelial cells. (**I**) qPCR for SHH pathway associated genes confirms *Shh*, *Gli1*, and *Foxa2* are upregulated in SOX2-GFP^high^ cells, while *Foxa1* is more highly expressed in SOX2-GFP^low^ cells. (**J**) *Foxd3* is expressed only in the SOX2-GFP^low﻿^ cells, consistent with the inclusion of mesenchymal cells in this population.

**Figure 6—figure supplement 1.**
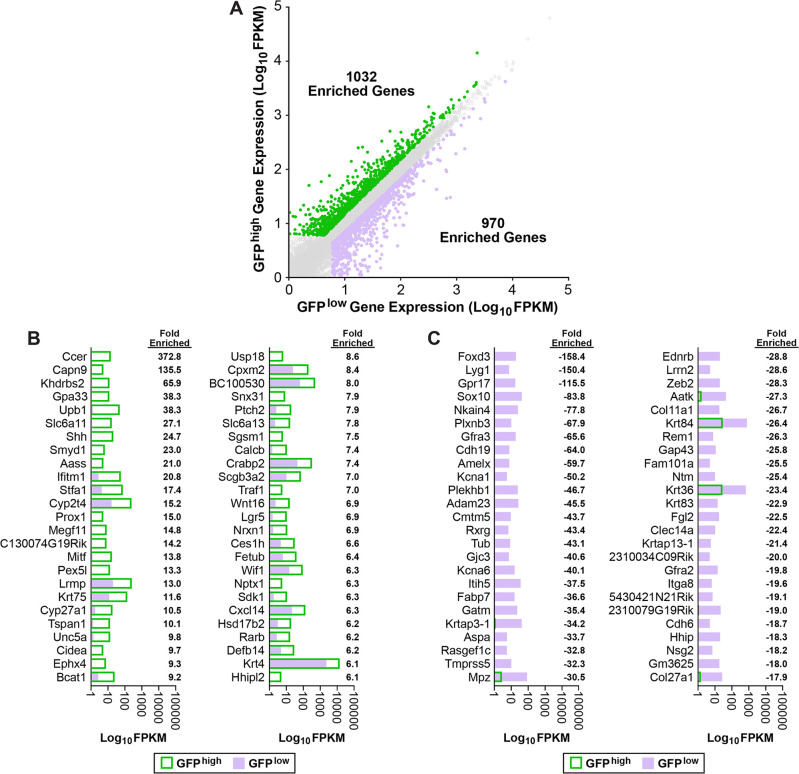
Summary of SOX2-GFP^high^ vs SOX2-GFP^low^ differentially expressed genes. (**A**) A scatter plot of the log_10_ distribution of DEGs enriched in each subpopulation. Fold enrichment of the top 50 genes enriched in (**B**) SOX2-GFP^high^ and (**C**) SOX2-GFP^low^ P0 lingual epithelial cells.

**Figure 6—figure supplement 2.**
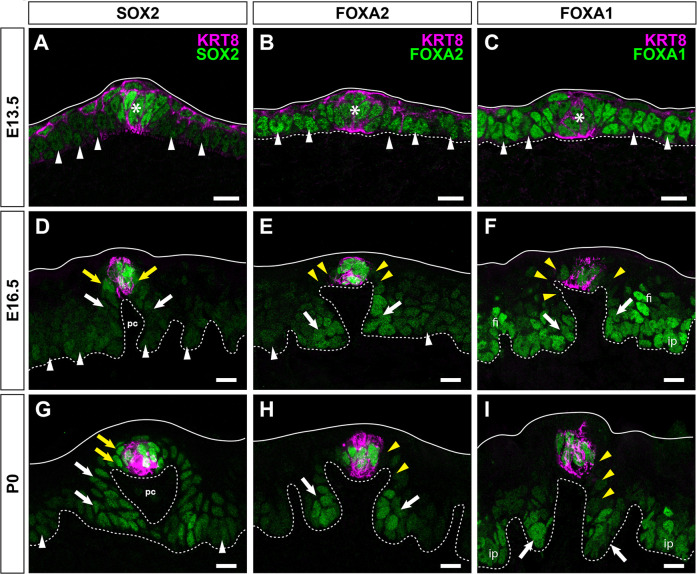
Changes in expression of SOX2, FOXA2, and FOXA1 in developing FFP and taste buds may underlie changes in the lingual epithelial response to HH signaling. (**A–C**) E13.5. (**A**) SOX2 (green) is highly expressed in specified taste placodes (KRT8, magenta, asterisk) and more dimly expressed in adjacent keratinocytes (white arrowheads). FOXA2 (green) (**B**) and FOXA1 (green) (**C**) are expressed at comparable levels by taste placodes (asterisk) and non-taste epithelium (white arrowheads). (**D–F**) E16.5. (**D**) SOX2 is more highly expressed by KRT8+ taste bud primordia (magenta) and adjacent perigemmal cells (yellow arrows), with lower expression in FFP and non-taste epithelium (white arrows and arrowheads, respectively). (**E**) FOXA2 persists in KRT8+ taste primordia (magenta) but not perigemmal or apical FFP epithelial cells (yellow arrowheads); low expression is detected in basal FFP keratinocytes (white arrows) and non-taste epithelium (white arrowheads). (**F**) FOXA1 is lowly expressed by subsets of cells in KRT8+ taste primordia (magenta), is absent from perigemmal and apical FFP epithelial cells (yellow arrowheads) but is expressed in FFP basally (white arrows), developing filiform papillae (fi) and interpapillary epithelial cells (ip). (**G–I**) P0. (**G**) SOX2 remains strongly expressed in KRT8+ taste buds and perigemmal cells (yellow arrows), is detected at lower levels in FFP basal keratinocytes (white arrows), and is expressed dimly by non-taste basal cells (white arrowheads). (**H**) FOXA2 expression is restricted to KRT8+ taste buds (magenta) and FFP basal cells at the base of the papilla (white arrows), and absent from perigemmal and apical FFP cells (yellow arrowheads) and non-taste epithelium. (**I**) FOXA1 is evident KRT8+ taste buds, cells at the base of FFP (white arrows), and absent from apical FFP epithelium and perigemmal cells (yellow arrowheads). Epithelial surface indicated by solid line; dashed lines delimit basement membrane. pc: papilla core. Scale bar: 10 μm.

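RNAseq profiled 1 library of SOX2-GFP high cells and 1 library of SOX2-GFP low cells, which were sorted by the brightness of a *Sox2-GFP* reporter from dissociated lingual epithelium of P0 pups. Pups were pooled for both populations. With 1 library per population, no difference reported here has a replicate check, and no p-values are given. The authors trimmed single-end reads of 50 nt with Trimmomatic, mapped them to the mm10 mouse genome with GSNAP, obtained FPKM with Cufflinks and deposited the FPKM of each gene rounded to 2 decimals. The deposited table holds 21628 entries, of which 17 have no number in at least 1 population and 4312 are at 0 in both. The 21607 entries that the GENCODE M21 annotation types as protein-coding or does not list were analyzed. In the whole table, 10360 entries reached 5 FPKM in GFP high cells and 10444 in GFP low cells. The 10 genes with the highest FPKM held 17.1% of the summed FPKM in GFP high cells and 13.8% in GFP low cells.

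The sample labels give about 75000000 reads per sample, while the FPKM themselves point to fewer reads behind the values. Among genes with a single annotated transcript and low FPKM, values tended to fall on the steps that whole reads would make at about 27000000 reads in the GFP high library and 36000000 in the GFP low library. These depths are approximate. Of 419 low values tested in the GFP high library, 56.1% lay within 0.15 of a whole read, and of 431 in the GFP low library, 51.5%. At a depth fixed beforehand, 30% would do so by chance, but the depths were chosen to bring values near whole reads. Over 100 shuffles of the exon lengths, the largest shares were 38.6% in the GFP high library and 40.3% in the GFP low library. The procedure was settled after several forms of it had been tried on these values. At these depths, 1 read on a gene with 2 kb of exons is worth 0.0206 FPKM in GFP high cells and 0.0154 FPKM in GFP low cells.

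A fold is the ratio of the deposited FPKM, positive where expression was higher in GFP high cells and negative where it was higher in GFP low cells, and none was computed against an FPKM of 0. A gene was counted as a DEG at 5 FPKM or more in the enriched population and a fold of at least 1.5 in size. Gene lists were compared on the log2(FPKM + 1) scale, which understates the change of genes with low FPKM. Gene positions are those of mm10 in the annotation. For each gene, the share of 50-nt windows of its exons that also occur in an annotated transcript at another locus was computed. Reads from such windows cannot be assigned to 1 gene. Unannotated and inexact copies were not counted, so a share can be too low.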

Dissociated SOX2-GFP lingual epithelial cells from 65 pups (10 litters) were FAC sorted into GFP^high^ and GFP^low^ populations (Figure 6C,D), and RNA isolated from ~100,000 cells per sorted cell population for gene profiling. Confirming the efficacy of cell sorting, *Sox2* was expressed 2× higher in GFP^high^ cells compared to GFP^low^ cells by qPCR (Figure 6E). To identify candidate genes regulating epithelial cell fate, we concentrated our RNAseq analyses on differentially expressed protein-coding genes (DEGs) enriched in GFP^high^ or GFP^low^ cells (Supplementary files 1a–c). Using a 5 FPKM threshold and enrichment of 1.5-fold or greater expression over the opposing population, we identified 1032 GFP^high^ and 970 GFP^low^ DEGs (Figure 6—figure supplement 1, Supplementary files 1b, 1c). 

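By this rule, 1020 GFP high DEGs and 958 GFP low DEGs were counted among protein-coding genes. All of them are in Supplementary files 1b and 1c, in which the paper lists 1033 and 970 genes. Of the 13 further genes in Supplementary file 1b, 12 had a fold just under 1.5 before rounding and 1, *Gm5689*, is typed as a pseudogene. Of the 12 further genes in Supplementary file 1c, 11 had a fold just under 1.5 in size and 1, *1810032O08Rik*, is typed as a non-coding transcript. The median fold was 1.91 among GFP high DEGs, and 572 of them (56.1%) were under 2-fold. Among GFP low DEGs the median size of the fold was 1.97, and 491 (51.3%) were under 2-fold. Enrichment of 10-fold or more was found for 21 GFP high DEGs and 75 GFP low DEGs. The opposing population was under 1 FPKM for 19 GFP high DEGs and 71 GFP low DEGs, and 2 of the latter, *Gm28038* and *Gm3625*, are listed at 0 in GFP high cells. The enriched population itself was under 10 FPKM for 200 GFP high and 251 GFP low DEGs. At least 20% of the 50-nt windows occur at another locus for 38 GFP high and 26 GFP low DEGs, whose FPKM are uncertain for this reason. Of the alternative rules, leaving out the FPKM minimum moved the counts most, to 3131 GFP high and 3248 GFP low genes. With each library divided by its FPKM sum (TPM), the counts were 807 and 1219, so that GFP high DEGs made up 39.8% of all DEGs instead of 51.6%.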

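Among genes of taste cells and their progenitors, the GABA transporter *Slc6a11* (ENSMUSG00000030307, chromosome 6, 114131241–114249952) had an FPKM of 16.8 in GFP high cells and 0.62 in GFP low cells, a fold of 27.1. *Lrmp* (chromosome 6, 145115653–145174934) had the highest FPKM in GFP high cells of the genes in this group, 257 against 19.8 in GFP low cells, a fold of 12.98. The FPKM of *Prox1* (chromosome 1, 190118035–190170714) was close to the threshold, at 5.40 in GFP high cells and 0.36 in GFP low cells, a fold of 15.0. *Lgr5* (chromosome 10, 115450311–115587780) had an FPKM of 10.8 in GFP high cells and 1.56 in GFP low cells, a fold of 6.92. *Slc6a13* and *Rarb* were enriched 7.84-fold and 6.15-fold. The cytokeratin genes were enriched less and were well expressed in both populations. *Krt19* had an FPKM of 141 in GFP high cells and 65.3 in GFP low cells, *Krt7* of 188 and 87.3, and *Krt8* of 27.8 and 12.2, with folds between 2.16 and 2.28. In *Krt8*, 26.9% of the 50-nt windows occur at another locus. The lowest fold in the group was that of *Hes6*, 2.04.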

As expected, taste and progenitor-associated genes were enriched in GFP^high^ cells, including *Slc6a11*, *Shh*, *Prox1*, *Lrmp*, *Ptch2*, *Slc6a13*, *Lgr5*, *Rarb*, *Six1*, *Bdnf*, *Wnt10b*, *Krt8*, *Krt19*, *Krt7*, and *Hes6* (Supplementary file 1b). The top 50 GFP^high^ DEGs also included genes broadly associated with epithelial development; *Gpa33*, *Stfa1*, *Krt75*, *Krt4*, and *Elf5* (Figure 6—figure supplement 1). By contrast, GFP^low^ DEGs included markers of both epithelium (*Lyg1*, *Krtap3-1*, *Krt84*, *Krt36*, *Krt83*, *Krtap13-1*, *Gfra2*, *Itga8*, *Krt81*) and connective tissue (*Foxd3*, *Sox10*, *Mpz*, *Ednrb*, *Zeb2*, *Cdh6*) (Figure 6—figure supplement 1, Supplementary file 1c). 

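Ranked by fold among the GFP high DEGs counted here, *Gpa33* was at rank 4, *Stfa1* at rank 11, *Krt75* at rank 19, *Krt4* at rank 49 and *Elf5* at rank 54. *Gpa33* (chromosome 1, 166130238–166166510) had an FPKM of 12.3 in GFP high cells and 0.32 in GFP low cells, a fold of 38.3. The fold of *Stfa1* was 17.4, and 22.5% of its 50-nt windows occur at another locus. *Krt75* (chromosome 15, 101563345–101573904) was enriched 11.6-fold. *Krt4* (chromosome 15, 101918535–101924735) was among the 5 genes with the highest FPKM in GFP high cells, at 14203 against 2323 in GFP low cells, a fold of 6.11. *Elf5* had an FPKM of 60.7 and 10.2, a fold of 5.98. Apart from *Gpa33*, the largest folds among GFP high DEGs were those of *Gm6537* (14.9 and 0.04 FPKM, fold 373), *Capn9* (5.42 and 0.04 FPKM, fold 135.5), *Khdrbs2* (12.5 and 0.19 FPKM, fold 65.9) and *Upb1* (49.4 and 1.29 FPKM, fold 38.3). The GFP low values of *Gm6537* and *Capn9* correspond to about 1 and 3 reads at the estimated depth. Set against an assumed 3 reads at that approximate depth, *Gm6537* was about 153-fold higher in GFP high cells, which is no strict lower bound.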

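All 9 epithelial genes and all 6 connective tissue genes in this group were GFP low DEGs. Among the epithelial genes, *Krt84* (chromosome 15, 101525026–101532820) had an FPKM of 769 in GFP low cells and 29.1 in GFP high cells, a fold of −26.4, and *Krt36* (chromosome 11, 100102007–100105626) had an FPKM of 657 and 28.1, a fold of −23.4. The other 7 were at 42.1 FPKM or less in GFP low cells. The folds of *Krt83* (−22.9) and *Krt81* (−17.9) are uncertain, since 36.9% and 37.7% of their 50-nt windows occur at another locus. *Lyg1* had 7.52 FPKM in GFP low cells and 0.05 in GFP high cells, the latter about 1 read at the estimated depth. Set against an assumed 3 reads at that approximate depth, its FPKM was about 46.6-fold higher in GFP low cells, which is no strict lower bound. Among the connective tissue genes, *Sox10* (chromosome 15, 79154908–79165240) had an FPKM of 42.7 in GFP low cells and 0.51 in GFP high cells, a fold of −83.8. The folds of *Ednrb* and *Zeb2* were −28.8 and −28.3. *Cdh6*, with a fold of −18.7, was at 5.05 FPKM in GFP low cells and fell under 5 FPKM when the GFP low library was scaled by the median ratio of the libraries. *Gpr17* (0.15 and 17.3 FPKM, fold −115) and *Nkain4* (0.32 and 24.9 FPKM, fold −77.8) were also among the 5 largest folds of the GFP low DEGs.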

As some lingual mesenchymal cells appear to express low levels of SOX2 or *Sox2-GFP* (Figure 6A,B asterisks, and see Arnold et al., 2011), these cells were likely included in the profiled SOX2-GFP^low^ population. Thus, SOX2-GFP^high^ cells comprise an epithelial taste/progenitor enriched population, while SOX2-GFP^low^ cells represent a mixed population of lingual epithelium and connective tissue. These conclusions were further supported by Gene Ontology (GO) analyses (Figure 6F, Supplementary files 1d, 1e). 

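Lists of marker genes were compared between the populations, each against 10000 random gene lists of the same size and mean expression. Over 7 basal keratinocyte genes (*Krt5*, *Krt14*, *Krt15*, *Trp63*, *Itga6*, *Itgb4* and *Col17a1*), the median log2 difference between GFP high and GFP low cells was −0.38, at percentile 0.105 of the random lists. All 7 were at 5 FPKM or more in both populations and higher in GFP low cells, and 1 of them, *Itgb4*, passed 1.5-fold. Over 8 suprabasal keratinocyte genes the median was 0.49, at percentile 99.7, and 7 of the 8 were higher in GFP high cells. Over 11 fibroblast genes the median was −0.88, below the median of every random list, and 6 of the 7 genes with at least 5 FPKM were GFP low DEGs. Fibroblast genes were also detected in GFP high cells, in which *Col3a1* had an FPKM of 193 against 966 in GFP low cells and *Dcn* 143 against 504. Over 9 endothelial genes the median was 0.41, at percentile 97.9, but only 2 of them (*Pecam1* and *Egfl7*) reached 5 FPKM in GFP high cells. The taste and progenitor genes named in the paper had a median of 2.2 and the connective tissue genes named in the paper −3.89. These genes were picked from the same libraries, so their medians are no independent evidence. From the taste and progenitor genes among GFP high DEGs, the epithelial and connective tissue markers among GFP low DEGs, and the low SOX2 or *Sox2-GFP* signal in some lingual mesenchymal cells, the paper concludes that SOX2-GFP high cells are enriched for epithelial taste and progenitor cells and that SOX2-GFP low cells are a mixture of lingual epithelium and connective tissue.

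**Figure D1:**
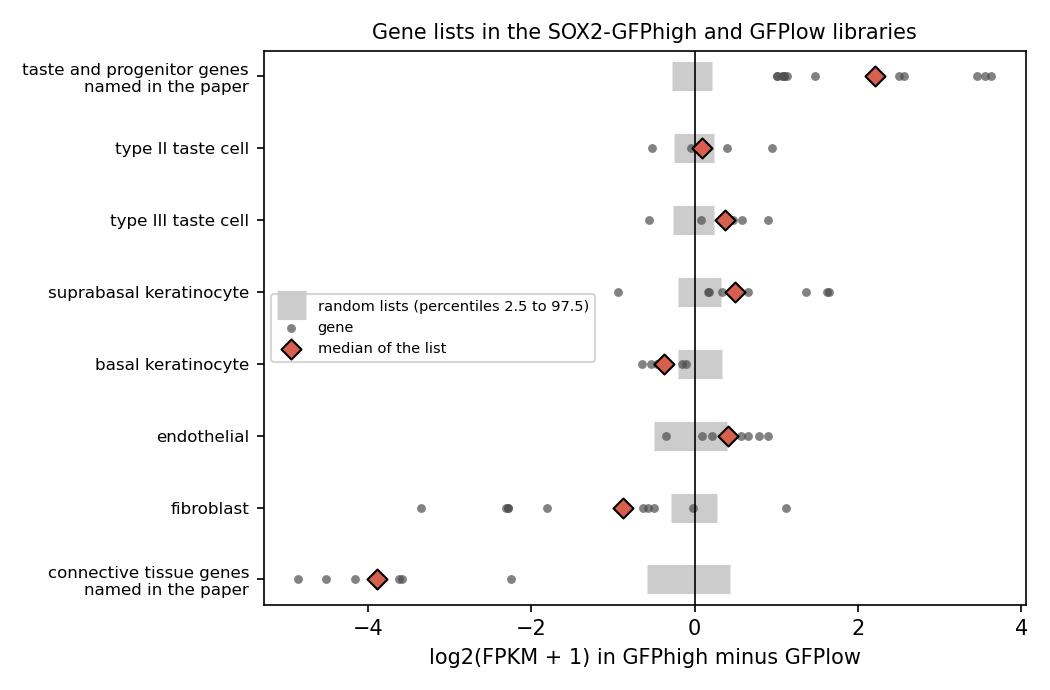
Difference in log2(FPKM + 1) between the GFP high and GFP low libraries (x axis) for the genes of 8 lists (y axis). Each dot is a gene, each diamond the median of its list, and each gray bar spans the medians of 10000 matched random lists without the lowest 2.5% and the highest 2.5%; the medians of the basal keratinocyte, fibroblast and connective tissue lists lie left of their bars and that of the type II taste cell list lies within its bar.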

GO terms for both populations included biological processes associated with developing epithelia (i.e. *Epithelium development, Cell migration, Cell adhesion*). SOX2-GFP^low^ analyses also included terms for non-epithelial tissues (*Vasculature development, Mesenchyme development*). While both datasets triggered the term *Sensory organ development*, only the GFP^high^ dataset was associated with the system-specific terms *Tongue development* and *Tongue morphogenesis*. 

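In Supplementary file 1d, the paper assigns 5 GFP high DEGs to *Tongue development*, 3 to *Tongue morphogenesis* and 15 to *Sensory organ development*. *Shh* and *Krt13* belong to all of these terms. *Krt13* (chromosome 11, 100117327–100121566) had an FPKM of 30523 in GFP high cells and 9738 in GFP low cells, a fold of 3.13, the lowest among the genes of *Tongue morphogenesis*. Of the genes of *Tongue development*, *Bdnf* was enriched 2.38-fold and *Wnt10b* 2.26-fold. *Krt13* and *Shh* were also the genes with the lowest and the highest fold among the 15 genes of *Sensory organ development*, whose median fold was 6.15. The paper gives a query of 152 genes for this term and *Tongue morphogenesis*, and of 326 genes for *Tongue development*. By fold, *Krt13* was at rank 150 among the GFP high DEGs counted here. The lowest and median folds of these terms may therefore reflect a query limited to the largest folds. The enrichment of the terms was not tested here.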

In all, SOX2-GFP-based fluorescence-activated cell sorting (FACS) allowed for efficient isolation of differentiating taste and progenitor cells for gene expression profiling.

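Of the 14 Hh pathway genes analyzed, 11 were at 5 FPKM or more in both populations. *Smo* (chromosome 6, 29735503–29761365) had an FPKM of 75.7 in GFP high cells and 80.9 in GFP low cells, and *Gas1* of 77.1 and 76.2. *Sufu* had an FPKM of 44.04 and 45.4, *Cdon* of 43.2 and 49.6, and *Boc* of 42.9 and 51.2. *Kif7* (7.97 and 7.62 FPKM) and *Disp1* (11.9 and 14.6 FPKM) were expressed at lower levels. *Gli2*, with an FPKM of 16.0 and 23.7, and *Gli3*, with 15.2 and 21.97, were higher in GFP low cells, with folds of −1.48 and −1.45. On the TPM scale both passed 1.5-fold, at −1.59 and −1.55, and *Gas1* and *Kif7* changed direction. The median log2 difference over the 14 genes was −0.07, at percentile 40.4 of matched random lists.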

As expected, Hh pathway components were expressed by both GFP^high^ and GFP^low^ cells (Figure 6G). Consistent with previous reports, *Shh*, *Ptch1*, and *Gli1* were enriched in GFP^high^ compared to GFP^low^ cells (Figure 6G,I; Hall et al., 1999; Liu et al., 2013). Additionally, the transmembrane receptor *Ptch2* was highly enriched in the GFP^high^ population, while Hh-interacting protein *Hhip* was highly enriched in GFP^low^ cells. 

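*Shh* (ENSMUSG00000002633, chromosome 5, 28456815–28467256) had an FPKM of 20.7 in GFP high cells and 0.84 in GFP low cells, a fold of 24.7. *Ptch1* (ENSMUSG00000021466, chromosome 13, 63508328–63573598) had an FPKM of 113 in GFP high cells and 38.4 in GFP low cells, a fold of 2.93. *Gli1* (ENSMUSG00000025407, chromosome 10, 127329882–127341974) had an FPKM of 53.5 and 13.6, a fold of 3.92. All 3 were GFP high DEGs as deposited, on the TPM scale and with the libraries scaled to their median ratio. With 1 added to each FPKM, the fold of *Shh* was 11.8, the largest change of the 3 under any alternative.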

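*Hhip* (ENSMUSG00000064325, chromosome 8, 79965851–80058006) had an FPKM of 1.09 in GFP high cells and 20.0 in GFP low cells, a fold of −18.3, and was the only GFP low DEG among the 14 Hh pathway genes. The GFP high value of *Hhip* corresponds to about 261 reads at the estimated depth, so its expression was detected in both populations.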

The role of these latter Hh pathway genes has not been explored in taste epithelium.

To identify specific candidate transcriptional regulators acting downstream of SHH within P0 lingual epithelium, we performed unbiased motif enrichment analysis on the GFP^high^ DEG dataset. Regions of interest (ROIs), which included 1000 kb upstream and 200 bp downstream of the transcription start site (TSS), were generated for each gene, and common regulatory sequences were evaluated in MEME-Suite AME (McLeay and Bailey, 2010). Of the 201 transcription factors identified by AME, only 123 were expressed within our P0 dataset (Supplementary file 1f). A literature search revealed ~20% of these candidates were associated directly or indirectly with the SHH pathway, including Sox2, FoxA1, and FoxA2.

In our dataset, *Sox2* and *Foxa2* were enriched within the GFP^high^ population (1.9× and 2.6×, respectively), while *Foxa1* was enriched in GFP^low^ cells (−5.65×) (Figure 6H,I). 

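*Sox2* (ENSMUSG00000074637, chromosome 3, 34650405–34652461) had an FPKM of 112 in GFP high cells and 59.0 in GFP low cells, a fold of 1.90. *Foxa2* (ENSMUSG00000037025, chromosome 2, 148042877–148046969) had an FPKM of 6.98 in GFP high cells and 2.66 in GFP low cells, a fold of 2.62. With 1 added to each FPKM, which weighs most on genes with low FPKM, the fold of *Foxa2* was 2.18. *Foxa1* (ENSMUSG00000035451, chromosome 12, 57540628–57546916) had an FPKM of 15.6 in GFP high cells and 87.9 in GFP low cells, a fold of −5.65. Of the other genes in Figure 6H, *Foxe1* (110 and 26.4 FPKM, fold 4.19) and *Foxc1* (17.3 and 5.50 FPKM, fold 3.15) were GFP high DEGs, and *Foxp2* (4.29 and 16.1 FPKM, fold −3.75) was a GFP low DEG.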

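*Foxd3* (ENSMUSG00000067261, chromosome 4, 99656299–99658622) had an FPKM of 19.0 in GFP low cells and 0.12 in GFP high cells, a fold of −158 and the largest of the GFP low DEGs. The GFP high value corresponds to about 7 reads at the estimated depth, against about 1454 in GFP low cells.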

Notably, *Foxd3*, a canonical mesenchyme gene, was expressed exclusively in GFP^low^ cells (Figure 6H,J). From published reports, FOXA2 and FOXA1 are broadly expressed in developing lingual epithelium at E13.5–15.5, and FOXA1 maintains broad expression at E18.5; by contrast, at E18.5, FOXA2 expression is absent from the general tongue epithelium and restricted to subsets of cells within taste buds and to clusters of keratinocytes at the base of FFP (Besnard et al., 2004; Luo et al., 2009). To more precisely define the spatiotemporal expression of FOXA1 and FOXA2 in developing taste vs non-taste epithelium, we compared SOX2, FOXA2, and FOXA1 expression at E13.5 during placode specification when SHH signaling represses taste fate, at E16.5 when taste development is SHH insensitive, and at P0 as taste cell renewal begins and SHH promotes taste fate.

At E13.5, SOX2 is more highly expressed in KRT8+ taste placodes than by surrounding non-taste epithelium (Nakayama et al., 2015; Okubo et al., 2006; Figure 6—figure supplement 2A, asterisk and arrowheads). FOXA2 and FOXA1 are both expressed broadly by taste placode and non-taste epithelium (Figure 6—figure supplement 2B,C. placode: asterisk, non-taste epithelium: arrowheads). At E16.5, SOX2 expression remains robust in taste primordia and perigemmal cells adjacent to buds (Figure 6—figure supplement 2D, yellow arrows) but is lower in FFP and non-taste epithelial basal cells (white arrows and arrowheads). At E16.5, FOXA2 expression has altered, and is most intense in KRT8+ taste cells, moderate at the base of each FFP, and dim in non-taste epithelium (Figure 6—figure supplement 2E, white arrows and arrowheads); FOXA2 expression is absent from perigemmal cells (Figure 6—figure supplement 2E, yellow arrowheads). FOXA1 expression at E16.5 has also shifted and is evident at low levels in sparse taste cells, absent in perigemmal cells (Figure 6—figure supplement 2F, yellow arrowheads), but robust in the developing filiform papilla and interpapillary non-taste epithelium (fi, ip). At P0, the pattern of SOX2 and FOXA2 in taste buds and FFP was mostly unchanged from E16.5 (Figure 6—figure supplement 2G,H), although FOXA2 was significantly diminished in non-taste epithelium. FOXA1 expression remained low in subsets of taste cells and largely lacking in FFP keratinocytes, but strong in filiform papillae and interpapillary epithelium (Figure 6—figure supplement 2I). We conjecture that changes in expression of these three transcription factors could contribute to the transformation of the lingual epithelial response to SHH from an embryonic repressor to a taste fate promoter in adults.

Induction of K14-SHHcKI in adult lingual epithelium leads to formation of ectopic taste buds, including induction of high SOX2 within and moderate SOX2 expression around ectopic buds (Castillo et al., 2014). To determine whether changes in FoxA1 and FoxA2 expression also occur, we induced K14-SHHcKI at P1 and analyzed *Sox2*, *Foxa2*, and *Foxa1* expression at P15. Quantitative RT-PCR of *Shh* and *Gli1* revealed Hh signaling was highly elevated in K14-SHHcKI tongues compared to controls, as was *Sox2* (Figure 7A), as expected. Likewise, *Foxa2* was highly upregulated by K14-ShhcKI. However, *Foxa1* was significantly reduced by SHH overexpression (Figure 7B).

**Figure 7.**
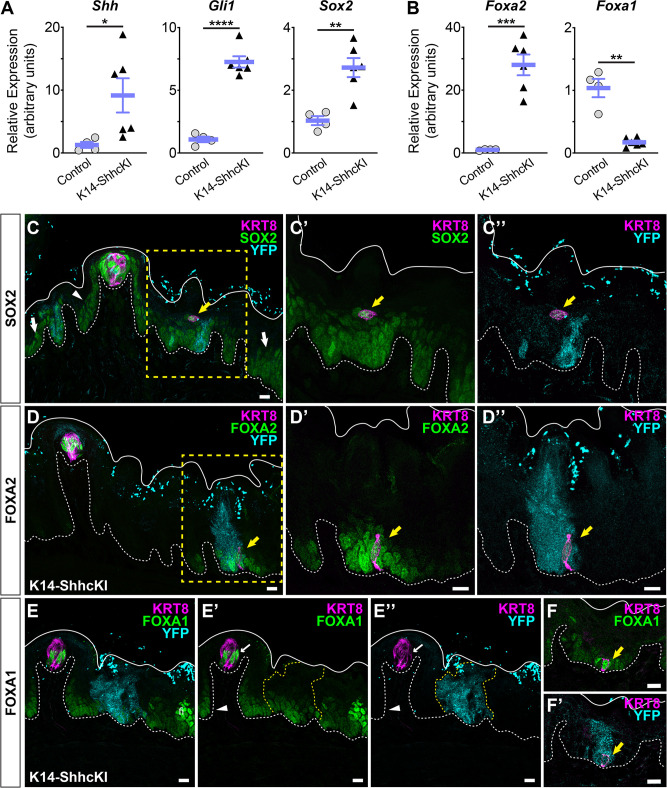
Sox2, FoxA2, and FoxA1 expression in lingual epithelium are altered by postnatal induction of SHH. (**A**) *Shh*, *Gli1*, and *Sox2* are increased in lingual epithelium harvested from P14 *Krt14^CreERT2^;ShhcKI-YFP* (KRT14-SHHcKI) pups induced with tamoxifen at P0. (**B**) *Foxa2* expression is increased in SHHcKI epithelium, while *Foxa1* is significantly reduced. (**A**, **B**): n = 4–6 mice per genotype, Student’s t-test *p<0.05; **p<0.01; ***p<0.001; ****p<0.0001. (**C–C”**) SOX2 expression (green) is upregulated in and around patches of SHH-YFP+ cells (teal) in lingual epithelium of P14 mice induced with tamoxifen at P0. Ectopic KRT8+ taste cells (magenta) express elevated SOX2 (yellow arrow). (**D–D”**) FOXA2 is upregulated in and around patches of SHHcKI-YFP+ cells and is detected in ectopic KRT8+ taste cells (yellow arrow). (**E–E”**) FOXA1 expression appears unaffected in and around patches of SHHcKI-YFP+ cells (dashed yellow lines) but is also detected in occasional ectopic KRT8+ taste cells in SHHcKI-YFP+ domains (**F, F’**). Scale bars: 10 µm. Basement membrane delimited by dashed white line; solid white lines mark epithelial surface.

As expected K14-SHHcKI induction at P0 resulted in mosaic expression of SHH-YFP+ cell patches throughout an otherwise normal lingual epithelium at P15. In control regions of mutant tongues, SOX2 expression at P15 resembles that reported in adult mice (Figure 7C; FFP basal keratinocytes, arrowhead), and non-taste basal keratinocytes (white arrows) (Castillo-Azofeifa et al., 2018; Okubo et al., 2006; Suzuki, 2008). In and around SHHcKI-YFP domains, SOX2 expression was detected in ectopic KRT8+ cells (yellow arrow) surrounded by dim SOX2+ cells (Figure 7C’,C”), similar to the epithelial response observed in adult mice (Castillo et al., 2014).

When examined by immunofluorescence, K14-SHHcKI induction at P0 resulted in mosaic expression of SHH-YFP+ cell patches throughout an otherwise normal lingual epithelium at P15. Alterations in SOX2 expression within these YFP+ domains were similar to those previously reported in adult mice; elevated SOX2 expression was detected in ectopic KRT8+ cells (yellow arrow) surrounded by dim SOX2+ cells (Figure 7C–C’’; Castillo et al., 2014). As in adult mice, SOX2 expression was unaltered in YFP^neg^ control domains at P15 (Castillo et al., 2014).

Similarly, P0 induction of K14-SHHcKI at P0 led to ectopic FOXA2 expression at P15. Within YFP^neg^ ‘control’ domains, FOXA2 was strongly expressed by KRT8+ taste buds and entirely absent from non-taste epithelium (Figure 7D). In contrast, FOXA2 expression was increased in and around induced SHH-YFP+ cell patches, including within ectopic KRT8+ taste cells (Figure 7D–D”, yellow arrow). Within YFP^neg^ regions at P15, FOXA1 was expressed by small numbers of taste cells and by keratinocytes of filiform papillae and interpapillary epithelium (Figure 7E–E’). In contrast to SOX2 and FOXA2, a clear change in FOXA1 expression was not apparent in and around SHH-YFP+ cell patches (Figure 7E’,E” yellow dash), but its expression was occasionally observed in ectopic KRT8+ taste cells (Figure 7F,F’). We attempted to quantify FOXA1 expression within and around SHH-GFP+ epithelium but were not able to discern any pattern (data not shown). Because the *Foxa1* qRT-PCR result was so robust (see Figure 7B), we surmise SHH regulation of FOXA1 is likely complex.

Given expression of these three transcription factors is affected by SHH, we next used motif analysis to identify potential target genes that may function downstream of SOX2, FOXA2, and/or FOXA1 in TRC differentiation. Within the SOX2-GFP^high^ dataset, 45.6% of DEG ROIs contained a SOX2 binding motif, 38.4% a FOXA2 motif, and 24.8% a FOXA1 motif; 143 DEG ROIs contained motifs of all three transcription factors, while 90 DEGs had motifs for SOX2 and FOXA2, 102 DEGs had motifs for FOXA1 and FOXA2, and only 6 DEGs had motifs for SOX2 and FOXA1 (Figure 8A Supplementary file 1g). We next asked what biological processes might be regulated by these different combinations of transcription factors using GO analysis of the short list of DEGs with motifs for each combination of SOX2, FOXA2, and/or FOXA1 (Supplementary file 1h). No significant biological GO terms were associated with genes regulated by only FOXA2 or FOXA1, the combination of SOX2;FOXA1, or all three genes. Both SOX2 and SOX2;FOXA2 DEGs were mildly enriched for a small number of developmental and metabolic processes. However, FOXA2;FOXA1 DEGs were strongly enriched for terms including *Regulation of cell adhesion* and *Positive regulation of cell migration* (Supplementary file 1i). Among genes common to both GO terms were *Pdpn* (*Podoplanin*), *Plet1* (*Placenta expressed transcript 1*), *Cxcl10,* and *Tgfb2,* while *Runx1*, *Fbln2* (*Fibulin 2*), and *Ephb4* were unique to *Cell adhesion.* Our in silico results suggested that these genes may function in taste progenitor production of new taste cells at P0.

**Figure 8.**
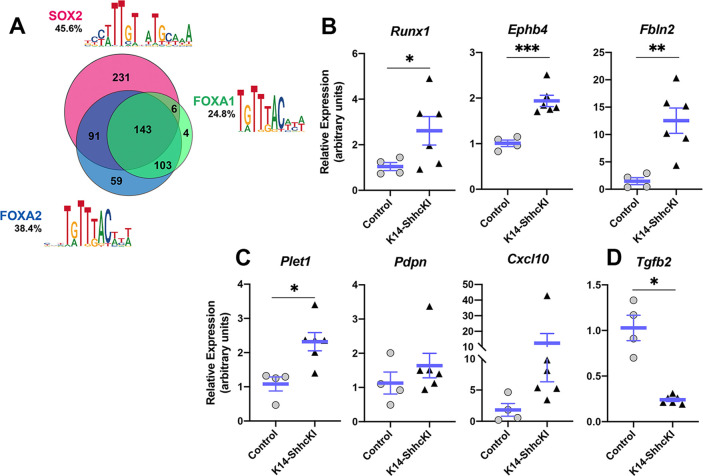
Expression of putative FOXA2;FOXA1 target genes associated with cell adhesion and movement is altered in response to forced SHH expression. (**A**) Motif analysis of DEGs in SOX2-GFP+ cells identified candidate target genes of SOX2, FOXA2, and FOXA1 in lingual epithelium at P0. See text for details. (**B–D**) Expression of putative target genes of FOXA2 and FOXA1 is altered in P14 lingual epithelium from KRT14-SHHcKI mice induced at P0. (**B**) *Runx1*, *Ephb4*, and *Fbln2* are significantly upregulated in KRT14-SHHcKI epithelium compared to controls. (**C**) *Plet1* is upregulated and *Pdpn* and *Cxcl10* trend upward following KRT14-SHHcKI induction. (**D**) *Tgfb2* is significantly downregulated by KRT14-SHHcKI. (**B–D**): n = 4–6 mice per genotype, Student’s t-test, *p<0.05, **p<0.005, ***p<0.0005.

We next assessed if expression levels of these genes were altered in control versus SHHcKI tongues. We found expression of *cell adhesion* genes (*Runx1, Ephb4*, and *Fbln2*) were significantly increased in response to SHH (Figure 8B), as were genes common to both GO terms (*Plet1*, *Pdpn*, and *Cxcl10*) although only the increase in *Plet1* was significant (Figure 8C). By contrast, *Tgfb2* was significantly reduced by SHH (Figure 8D). These data support a model where SHH promotes TRC differentiation via regulation of FOXA1 and FOXA2, which in turn regulate genes involved in cell adhesion and cell movement.

## Discussion

Using inducible lineage tracing, we show that non-taste lingual epithelium and taste buds have a common embryonic origin from KRT14+ basal cells and that once placodes have formed, embryonic KRT14+ lingual progenitors do not contribute new cells to taste bud primordia; instead, generation of new TRCs from KRT14+ cells commences at birth and ramps up rapidly in the first two postnatal weeks. Additionally, we show that genetic induction of SHH expression represses taste bud development in embryonic tongue epithelium, while at birth, SHH promotes taste fate as progenitors are activated. This shift in SHH function does not correlate with the onset of SHH delivery from gustatory neurons, as these neurons express SHH before taste bud primordia are innervated, nor is neuronally supplied SHH required for postnatal taste bud development. Using RNAseq to profile SOX2-GFP^high^ taste associated vs SOX2-GFP^low^ expressing lingual epithelial cells, we identified known SHH target transcription factors FoxA2 and FoxA1 enriched in GFP^high^ and GFP^low^ populations, respectively. We find FOXA2 and FOXA1, in addition to known expression of SOX2, are expressed in and around taste buds at P0 and their expression is altered in response to forced SHH expression. Additionally, we used motif analysis to identify potential targets of SOX2, FOXA1, and/or FOXA2. GO analysis of potential target genes indicates that FOXA1;FOXA2 together likely control a suite of genes that function in cell adhesion/migration. Finally, we show that expression of these genes is altered by forced SHH expression in vivo.

### Taste placodes and non-taste epithelium share a common KRT14+ progenitor at mid-gestation

In embryos, the surface ectoderm that gives rise to the epidermis is initially a single cell layer of KRT8/KRT18+ cells that by E9.5–10.5 also express KRT14/KRT5 and subsequently lose KRT8/18 expression (Byrne et al., 1994). Extensive lineage tracing studies of KRT14/5+ progenitors have firmly established that the epidermis and its specialized appendages, such as hair follicles and sebaceous glands, derive from this common embryonic population (Pispa and Thesleff, 2003; Thesleff and Mikkola, 2014). Similarly, we show in the developing tongue that KRT8 and KRT14 are broadly co-expressed at mid-gestation and confirm via KRT14 lineage tracing initiated at E12.5 that taste and non-taste epithelia share this common embryonic progenitor. A recent report using inducible Shh lineage tracing initiated at E11.0 identified an early Shh/KRT8 common progenitor population (Kramer et al., 2019), consistent with global epithelial expression of both SHH and KRT8 at this stage (Echelard et al., 1993; Mbiene and Roberts, 2003; Zhu et al., 2014). In contrast to our findings, however, KRT14-Cre lineage tracing presented in the same study resulted in reporter expression only in non-taste lingual epithelium, and not taste placodes or taste bud primordia as late as P1; lineage traced TRCs were only detected at P56 (Kramer et al., 2019) (also see Bar et al., 2019). It is likely that these different results reflect differences in the efficacy of the *Krt14Cre* alleles employed, as randomly inserted transgenes like the different *Krt14* allele each study employed are notoriously prone to transgenerational silencing (Haruyama et al., 2009). Furthermore, gene promoter-specific transgene silencing can be incomplete, resulting in transgene expression that does not mirror the temporal expression of the endogenous gene product. Here, based on our demonstration of robust KRT14 protein expression at E12.5, we are confident that our lineage tracing at this stage with this *Krt14^CreERT2^* allele (Li et al., 2000) is biologically accurate and allows us to conclude that taste placodes and non-taste epithelial cells share a common KRT14+ progenitor at mid-gestation.

### KRT14+ taste progenitor competency is activated at birth

Once specified, taste placodes/taste bud primordia do not increase in cell number for the remainder of embryogenesis. This stasis is consistent with numerous reports that taste placodes are mitotically quiescent, while the rest of the lingual epithelium actively proliferates (Farbman and Mbiene, 1991; Liu et al., 2008; Mbiene and Roberts, 2003; Thirumangalathu and Barlow, 2015). Rather we find taste cell number first increases in the first postnatal week, consistent with the demonstrated growth of postnatal taste buds by cell addition (Hendricks et al., 2004; Krimm and Hill, 1998a; Krimm and Hill, 1998b). Importantly, we show that these new TRCs arise from KRT14+ taste progenitors that are activated at birth and whose contribution steadily increases with postnatal age. Our data confirm and extend those of a previous report showing postnatal KRT14 lineage labeling of taste bud cells at P9 (Okubo et al., 2009). Although we can pinpoint when progenitors begin to generate new TRCs, it is not known when bona fide taste cell replacement begins. In rats, taste buds reach their mature size by P40 (Hendricks et al., 2004); thus, input and loss of TRCs must balance by this time. However, we showed previously that over half of SHH+ placode derived TRCs are lost by P42 in mice (Thirumangalathu et al., 2009). As taste buds continue to enlarge as embryonically derived TRCs are lost, taste bud cell replacement must begin before taste buds reach their mature size. That the rate of production of new TRCs is faster in the first 40 postnatal days than in adults may underpin the requirement for the growth of postnatal taste buds in the face of steady TRC loss (Hendricks et al., 2004).

### Embryonic SHH+ placodes and postnatal KRT14+ progenitors give rise to all TRC types

In adult mice, KRT14/5+ progenitors give rise to taste cells and non-taste epithelium (Gaillard et al., 2015; Okubo et al., 2009). Taste-fated daughter cells exit the cell cycle, enter taste buds, and express *Shh* (Miura et al., 2006). These SHH+ post-mitotic taste precursors then differentiate into each of the three major TRC types: I – glial-like support cells; II – sweet, bitter, or umami detectors; or III – sour sensors (Miura et al., 2014; Takeda et al., 2013). Here we show that KRT14+ progenitors also produce all three TRC types starting at birth. Previously, we found SHH+ placode cells differentiated into type I and II TRCs but did not detect type III cells among *Shh^CreERT2^* lineage traced taste cells at postnatal stages (Thirumangalathu et al., 2009). Here using a tomato reporter allele, we demonstrate that SHH+ placodes, like adult SHH+ precursor cells, are fully competent to produce all TRC types. In addition, we show that embryonic SHH+ placodes and KRT14+ postnatal progenitors produce both type II and III TRCs assessed at early postnatal stages. Thus, we conjecture that both early embryonic and reactivated postnatal KRT14+ progenitors give rise to post-mitotic SHH+ cells that in turn differentiate into TRCs; the distinction in embryos is that SHH+ taste primordia remain poised for differentiation for several days until shortly before birth, while adult SHH+ precursors differentiate within 48–72 hr of their terminal division (Miura et al., 2006; Miura et al., 2014).

### SHH has opposing roles in embryonic vs adult lingual epithelium

SHH is a key regulator of taste epithelial development and renewal. In embryos, in vivo and in vitro data indicate that SHH represses taste fate during placode specification and patterning (El Shahawy et al., 2017; Hall et al., 2003; Liu et al., 2004; Mistretta et al., 2003). Here we confirm and expand upon these findings. In addition to more and larger taste papillae and taste buds, we find that early genetic deletion of SHH leads to precocious differentiation of TRCs. This is likely due to increased WNT signaling that is normally repressed by SHH to restrain placode size and number (Iwatsuki et al., 2007; Liu et al., 2007). Additionally, excess WNT/ß-catenin signaling during placode specification drives precocious TRC differentiation, even in the absence of SHH (Thirumangalathu and Barlow, 2015), further suggesting that SHH deletion at mid-gestation leads to upregulated Wnt/ß-catenin signaling that in turn accelerates TRC differentiation. Once placodes are patterned, lingual epithelium is insensitive to Hh pathway inhibition in vitro (Liu et al., 2004), and we confirm this loss of sensitivity in vivo. Following genetic deletion of Shh at E16.5 after placode specification and patterning, taste bud and papilla size do not differ from controls, nor is TRC differentiation accelerated.

In adult tongue, SHH now promotes TRC differentiation. Genetic deletion or pharmacological inhibition of Hh pathway components in mice inhibits taste cell differentiation (Castillo-Azofeifa et al., 2017; Castillo-Azofeifa et al., 2018; Kumari et al., 2015; Lu et al., 2018), while forced SHH expression induces formation of ectopic taste buds comprising all three TRC types (Castillo et al., 2014). Here we show that the pro-taste function of SHH is evident at birth and coincides with the onset of KRT14+ progenitor contribution to taste buds, that is forced SHH expression at P0 causes formation of ectopic taste cells. By contrast, forced epithelial SHH expression does not induce TRC differentiation in embryonic lingual epithelium, but as expected, leads instead to smaller and fewer taste primordia, consistent with a recent report where repression of SHH expression in non-taste epithelium has been shown to be essential for taste bud maintenance in late gestation (Bar et al., 2019). Specifically, deletion of PRC-1 chromatin regulator genes in lingual epithelium leads to ectopic SHH expression that is associated with reduced FFP taste buds and, consistent with our study, does not induce ectopic taste buds.

We showed previously that TRC differentiation in adults is maintained by SHH supplied both by post-mitotic taste precursor cells within buds and by the gustatory innervation (Castillo-Azofeifa et al., 2017; Lu et al., 2018). Here we show that SHHs role in embryonic taste placode patterning is via its epithelial expression as taste bud primordia are only first innervated once placode specification and patterning are complete (Lopez and Krimm, 2006). Although we find that subsets of immature gustatory neurons taste express SHH before these fibers reach their taste placode targets (Mbiene and Mistretta, 1997; Scott and Atkinson, 1998), complete deletion of SHH in these neurons commencing as they first differentiate had no impact on taste placode specification or patterning in embryos, nor on taste cell differentiation in postnatal mice. In sum, these data suggest that as in adults, epithelial SHH can compensate for loss of a neural supply of SHH to support activation and maintenance of postnatal KRT14+ progenitor function (Castillo-Azofeifa et al., 2017). However, these and our previous results are at odds with recent study where using a presumed sensory neuron specific Cre driver (*Avil^Cre^*), to delete neural SHH, led to loss of taste buds (Lu et al., 2018). Importantly, *Avil* is expressed in both type II and III TRCs of mice (Sukumaran et al., 2017), and *Avil^Cre^* drives genetic reporter expression in both sensory neurons and taste buds (Hasegawa et al., 2007; Zurborg et al., 2011). Furthermore, our RNAseq data show that *Avil* is expressed in both low and high SOX2-GFP epithelial cells and is enriched in SOX2-GFP^high^ cells (Supplementary file 1b). Thus, *Avil^Cre^* likely deletes SHH in both sensory neurons and taste bud cells – and therefore results from Lu et al., 2018 are consistent with our model where both neural and epithelial SHH are required for TRC renewal.

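*Avil* (ENSMUSG00000025432, chromosome 10, 127000709–127020994) had an FPKM of 14.6 in GFP high cells and 4.12 in GFP low cells, a fold of 3.54. No 50-nt window of its exons occurs in an annotated transcript at another locus.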

### Transcriptional profiling implicates FoxA1 and FoxA2 in TRC renewal

The transcription factor SOX2 is required for TRC differentiation in neonates, and high levels of SOX2 have been suggested to be required for progenitor selection of taste over non-taste epithelial fate in adults (Castillo-Azofeifa et al., 2018; Nakayama et al., 2015; Okubo et al., 2006). 

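Markers of type II and type III taste cells were mostly at low FPKM in both SOX2-GFP high and SOX2-GFP low cells, while 2 of 3 markers of type I taste cells were GFP low DEGs. Of the type I markers, *Slc1a3* had an FPKM of 8.38 in GFP high cells and 34.2 in GFP low cells, a fold of −4.09, *Entpd2* had an FPKM of 23.7 and 42.2, a fold of −1.78, and *Kcnj1* is listed at 0 in both. Of 8 genes of type II taste cells, 1, *Itpr3*, was at 5 FPKM or more, with 97.4 FPKM in GFP high cells and 140 in GFP low cells. *Pou2f3* had an FPKM of 3.44 and 3.58, and *Trpm5* of 0.35 and 0.27. *Gnat3* had an FPKM of 0.92 in GFP high cells and is listed at 0 in GFP low cells. The median log2 difference over the 8 genes was 0.09, at percentile 83.8 of matched random lists. Of 7 genes of type III taste cells, 6 were higher in GFP high cells, among them *Otop1* (0.57 and 0.05 FPKM), with a median of 0.37 at percentile 99.6. The exception, *Ncam1*, was the only 1 of the 7 at 5 FPKM or more, and its fold was −1.54.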

RNAseq analysis of P0 SOX2-GFP^high^ and GFP^low^ lingual epithelial cells further support this hypothesis as the SOX2-GFP^high^ population is enriched with genes associated with TRC fate. Additionally, SOX2 functions downstream of SHH in adult taste renewal (Castillo et al., 2014; Castillo-Azofeifa et al., 2018), and at birth, many SHH pathway components are well expressed in SOX2-GFP^high^ cells. 

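In GFP high cells, 13 of the 14 Hh pathway genes in Figure 6G were at 5 FPKM or more, *Hhip* being the exception, and the median over the 14 genes was 31.8 FPKM. In GFP low cells, 12 of the 14 were, with a median of 22.8 FPKM.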

We identified a subset of transcription factors in our dataset linked with the SHH pathway, including FoxA2 and FoxA1, which are known to cooperate with and compensate for one another in development of numerous tissues, including brain and intestine (Ang, 2009; Golson and Kaestner, 2016; Mavromatakis et al., 2011; Metzakopian et al., 2012). As in other developing tissues, the relative expression of these two genes in developing lingual epithelium initially overlaps substantially and then partially segregates over time, suggesting that these changes could contribute to changes in the lingual epithelial response to SHH. Consistent with a role in TRC renewal downstream of SHH, we found that ectopic TRCs induced by forced SHH expression also expressed FOXA2 and that forced epithelial SHH expression promoted FoxA2 and repressed FoxA1, thus identifying new candidates that likely coordinately function in TRC differentiation downstream of SHH.

To develop hypotheses as to the role these factors may play downstream of SHH in lingual epithelium, we identified potential gene targets via motif analysis for SOX2, FOXA2, and FOXA1 binding in our list of SOX2-GFP^high^ DEGs. GO analysis revealed that FOXA1/2 may regulate a set of genes associated with cell migration and cell adhesion. All of these genes are enriched in SOX2-GFP^high^ cells (Supplementary file 1b), and many are associated with cell adhesion changes and movement in both development and disease in a spectrum of tissues (Nieto et al., 2016). Thus, we hypothesize that TRC renewal may involve a partial EMT–MET process as has been proposed in developing and renewing hair follicles (Hong et al., 2015; Jamora et al., 2005; Perez-Moreno et al., 2003). Specifically, as KRT14+ progenitors activate, taste-fated daughter cells must modulate adhesion and motility to allow their exit from the non-taste epithelial adhesive environment to the specialized adhesive environment of taste buds thought to be critical for proper taste bud function (Dando et al., 2015; Michlig et al., 2007). 

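The 7 candidate genes *Pdpn*, *Plet1*, *Cxcl10*, *Tgfb2*, *Runx1*, *Fbln2* and *Ephb4* were all GFP high DEGs, with folds between 1.51 and 2.12. *Runx1* (chromosome 16, 92601466–92826149) had an FPKM of 6.21 in GFP high cells and 2.93 in GFP low cells, the largest fold. *Plet1* (chromosome 9, 50494525–50505482) had an FPKM of 54.8 and 27.2, and *Cxcl10* (chromosome 5, 92346638–92348889) of 77.7 and 40.1, with folds of 2.01 and 1.94. The other 4 lay close to the threshold. *Pdpn* had an FPKM of 26.2 and 17.1, *Fbln2* of 58.9 and 38.5, *Tgfb2* of 11.5 and 7.57, and *Ephb4* of 85.7 and 57.0, with folds of 1.53, 1.53, 1.52 and 1.51. On the TPM scale these 4 folds were 1.43, 1.43, 1.42 and 1.40, under 1.5. With 1 added to each FPKM, *Tgfb2* and *Ephb4* were also under 1.5. With the libraries scaled to their median ratio, the same 4 folds were 1.57, 1.57, 1.57 and 1.55.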

A partial EMT–MET-like behavior has been observed for hair follicle cell renewal from bulge stem cells, where newly generated daughters integrate in distinct cell adhesive environments as they differentiate. The transcription factor OVOL2 is required for this process (Hong et al., 2015; Lee et al., 2017). 

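*Ovol2* (ENSMUSG00000037279, chromosome 2, 144305175–144332146) had an FPKM of 9.17 in SOX2-GFP high cells and 12.5 in SOX2-GFP low cells, a fold of −1.36. *Ovol1* (ENSMUSG00000024922, chromosome 19, 5549136–5560646) had an FPKM of 98.7 in GFP high cells and 54.8 in GFP low cells, a fold of 1.80, and was a GFP high DEG under every scale and pseudocount tried.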

Intriguingly, *Ovol2* is expressed at low levels in SOX2-GFP^high^ and GFP^low^ cells, while *Ovol1*, which regulates and may have overlapping function with Ovol2 in skin (Teng et al., 2007), is enriched 1.8-fold in P0 SOX2-GFP^high^ cells. 

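*Snai2* (ENSMUSG00000022676, chromosome 16, 14705852–14709385) had an FPKM of 44.2 in GFP high cells and 54.8 in GFP low cells, a fold of −1.24, and was not a DEG.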

We also find that *Snai2*, a key EMT gene, is well expressed in both GFP^high^ and GFP^low^ populations. While expected in SOX2-GFP^low^, which comprised epithelium and mesenchyme, *Snai2* expression in SOX2-GFP^high^ cells is consistent with the idea that progenitors and taste-fated daughter cells activate EMT genes to enter taste buds (see Wang et al., 2013). Although we must further validate epithelial *Snai2* expression on tissue sections, expression of EMT genes by taste-relevant epithelial cells during TRC renewal may explain how lineage tracing using assumed ‘mesenchymal’ Cre driver alleles results in lineage labeling of subsets of TRCs in adult mice (Boggs et al., 2016; Liu et al., 2012).

## Materials and methods

### Animals

Male and female mice of mixed backgrounds were maintained, housed individually or in groups as approved, and processed at the University of Colorado Anschutz Medical Campus in accordance with approved protocols by the Institutional Animal Care and Use Committee. Mouse lines used include combinations of the following alleles or transgenes: *Krt14^CreERT2^* (Li et al., 2000), *Shh^CreERT2^* (Jax 005623), *Phox2b^Cre^* (Jax 016223), *Shh^flox^* (Jax 004293), *R26R^Shh-IRES-nVenus^* (Castillo et al., 2014), *R26R^tdTomato^* (Jax 007914), *R26R^YFP^*(Jax 006148), and *Sox2^GFP^* (Jax 017592). Embryonic day (E) 0.5 was defined as midday on the day a mating plug was observed. Embryos were recovered on desired days of gestation and staged via eMouse Atlas Project Theiler criteria (http://www.emouseatlas.org/emap/ema/home.html).

### Embryonic and neonatal Cre induction

Timed-pregnant dams (intra-peritoneal) or neonatal pups (subcutaneous) received 100 mg/kg of tamoxifen dissolved in corn oil at indicated stages (T-5648, Sigma). *Krt14^CreERT2^;R26R^tdTomato^*, *Krt14^CreERT2^; R26R^YFP^*, *Shh^CreERT2^; R26R^tdTomato^*, and *Shh^CreERT2/fl^* mice were induced with a single dose of tamoxifen. *Krt14^CreERT2^; Rosa^SHHcKI-IRES-nVenus^* animals and littermate controls received tamoxifen on two consecutive days, beginning at indicated stage.

### Immunostaining 

Embryo heads (E12.0–E16.5) or peri- and postnatal tongues (E17.5–P28) were collected in ice-cold phosphate buffered saline (PBS) and fixed for 1 hr (light fix) or O/N (hard fix) at 4°C in 2% (vol/vol) paraformaldehyde (PFA) in PBS. Tissue was cryoprotected in 20% (wt/vol) sucrose at 4°C overnight and then submerged in OCT (Tissue-Tek, Sakura) and flash frozen on dry ice. Ten-week-old Phox2b-ShhcKO and control mice were processed using periodate–lysine–paraformaldehyde transcardial perfusion as described in Gaillard et al., 2015. Serial 12 μm cryosections were collected on SuperFrost Plus slides (Fisher).

For immunostaining, slides were incubated in blocking solution (5% normal goat serum or donkey serum, 1% bovine serum albumin, 0.3% Triton X100 in 1× PBS, pH 7.3) for 1 hr at room temperature and then incubated with primary antisera in blocking solution overnight at 4°C (two overnights for transcription factors SOX2, FOXA1, and FOXA2). Sections were rinsed and incubated with secondary antisera in blocking solution for 1 hr at room temperature before nuclear counterstain with Draq5 (Abcam, ab108410) or DAPI (Invitrogen, D3571). Primary antibodies used were as follows: rat anti-KRT8 (1:250; Developmental Studies Hybridoma Bank, TROMA-I/AB_531826); rabbit anti-KRT14 (1:3500; Covance, PRB-155P); mouse IgG2a anti-E-Cadherin (1:100; BD Transduction Laboratories, 610181); chicken anti-GFP (1:500; Aves Labs, GFP-1020); rabbit anti-NTPDase2 (1:3000; CHUQ, mN2-36L); rabbit anti-PLCβ2 (1:1000; Santa Cruz, sc-206); rabbit anti-NCAM (1:1000; Millipore, AB5032); goat anti-CAR4 (1:1000; R and D Systems, AF2414); rabbit anti-5HT (1:1000; Immunostar, 20080); rabbit anti-SOX2 (1:100; Cell Signaling, 23064); rabbit anti-FOXA1 (1:100; Abcam, ab170933); and rabbit anti-FOXA2 (1:100; Cell Signaling, 3143). Alexa Fluor labeled secondary antibodies were used to visualize staining (1:1000; Thermo Fisher Scientific, A11008, A11010, A21245, A11006, A11081, A21247, A21208, A11039, A21137, A11055, A11056). To facilitate 5-HT detection, 5-hydroxy-l-tryptophan (Sigma-Aldrich H9772; 80 mg/kg, 6.4 mg/ml in 0.1 M PB, pH 7.4) was injected intraperitonially 1 hr prior to tissue collection. Slides were cover slipped with ProLong Gold mounting medium (Thermo Fisher).

E13.5 and 16.5 tissue collected for whole-mount analysis was fixed in 2% PFA for 2 hr at 4°C and then stored in PBS at 4°C until processing. Tongues were rinsed in room temperature PBS before undergoing methanol dehydration/rehydration (50% MeOH – 5 min; 70% MeOH – 5 min; 100% MeOH – 15 min; 70% MeOH – 5 min; 50% MeOH – 5 min; 25% MeOH – 5 min). Tissue was washed in 1× PBS with 0.2% Triton-X (PBST, 3 × 20 min washes) and then incubated in blocking solution for 2 hr at room temperature (see prior section for composition). Primary antisera incubation in blocking solution occurred for three overnights at 4°C with continuous agitation. On day 4, tissue was washed 3× 1 hr in PBST and then incubated in blocking solution containing secondary antisera and Draq5 nuclear counterstain for an additional two overnights at 4°C with continuous agitation. On day 6, tissue was washed 3× 1 hr in PBST and mounted on SuperFrost Plus slides (Fisher) with ProLong Gold mounting medium (Thermo Fisher).

### Thymidine analog birthdating

EdU (Life Technologies/Thermo Fisher) was reconstituted in PBS and administered at 50 μg/g of body weight to neonatal pups by a single subcutaneous injection. Click-iT Alexa Fluor 546 Kit (Life Technologies/Thermo Fisher) was used to detect incorporated EdU according to the manufacturer’s specifications.

### Image acquisition and analysis

Anterior tongues were cut as 12 µm serial sections in six-slide sets, such that sections on each slide were separated by 72 µm. Approximately 16 sections were cut for each slide across the first ~1.2 mm of each tongue. After immunostaining, slides were de-identified and taste buds were mapped and quantified across each section/slide using a Zeiss Axioplan II microscope outfitted with a Retiga 4000R camera with Q-Capture Pro-7 software. Images of individual taste buds were acquired using a Leica TCS SP5 II laser scanning microscope with LASAF software and a Leica TCS SP8 laser-scanning confocal microscope with LAS X software. Images of sectioned taste buds were acquired via sequential confocal z-stacks with a z-step interval of 0.75 µm and 11–15 optical sections per z-stack. Immunolabeled cells were tallied by analyzing single optical sections and compressed z-stacks in LASAF, LAS X, and Image J software. All analyses were completed by investigators blinded to condition. KRT8 pixel quantification was conducted using an imstack toolbox developed in MATLAB as previously described (Castillo-Azofeifa et al., 2017). For taste bud innervation analysis, taste buds were classified as ‘innervated’ when at least one SHH-tomato+ nerve fiber was present within the FFP papillae core and it reached an apically situated tomato+/KRT8+ taste bud. When quantifying neurites innervating a given taste bud, all tomato+ neurites within the papilla core were counted.

For whole-mount E13.5 and E16.5 taste placode analysis, anterior tongues were imaged on a Leica TCS SP5 II laser scanning microscope with LASAF software. Taste placode maps were created from compressed sequential z-stacks consisting of 25 optical sections with a 0.5 µm z-step interval taken at 10x. Each KRT8+ taste placode within the first 1 mm of the dorsal surface of the anterior tongue was individually numbered, and 10 taste placodes/tongue were chosen at random (random.org) for quantification. For placode cell number and volume analysis, individual E13.5 and E16.5 taste placodes were imaged from their dorsal to ventral extent at 63× with a 1.5× digital zoom and a micro-sampling z-step interval of 0.25 µm. Placode z-stacks were analyzed in Imaris 8.4 (Oxford Instruments), using the ImarisCell tool. Briefly, a cube-shaped ROI was set in the x, y, and z planes using the KRT8 channel expression as a guide. E-cadherin expression was utilized by the software to delineate individual cell membranes within the ROI. KRT8 co-expression was then used to define intra-placodal versus extra-placodal cells. Each rendering was de-identified and manually reviewed to assure that cell boundaries were accurately delineated.

### RNA extraction and qRT-PCR

Freshly harvested tongues were rinsed and chilled in 1× dPBS. To isolate anterior tongue epithelium, enzyme peeling solution (1:1 mix of 2.5% pancreatin in L15 medium and 0.25% trypsin EDTA) was injected beneath the dorsal and ventral lingual epithelia and tongues incubated at room temperature for 45–60 min prior to manual dissection. Postnatal enzyme peeling solution contained 5 mg/ml Dispase II + 3 mg/ml Collagenase II in 1× dPBS, and tongues were incubated for 31 min at room temperature prior to manual dissection. Peeled tissue was snap frozen on dry ice and stored at −80°C.

Total RNA was extracted with a RNeasy Plus Micro kit (Qiagen, 74034) according to the manufacturer’s instructions, and RNA quantity was measured by Nanodrop (ThermoFisher Scientific). mRNA was reverse transcribed using the iScript cDNA synthesis kit (Bio-Rad). SYBR Green-based qRT-PCR was performed by using Power SYBR Green PCR Master Mix reagent (Applied Biosystems) and gene-specific primers. qRT-PCRs were carried out in triplicate using a StepOne Plus Real-Time PCR System (Applied Biosystems, Life Technologies). Relative gene expression was analyzed using the ΔΔCT method (Livak and Schmittgen, 2001). The ribosomal gene *Rpl19* was used as an endogenous reference gene.

**Table:** 

Gene	Forward	Reverse	Accession numbers
Rpl19	GGT CTG GTT GGA TCC CAA TG	CCC GGG AAT GGA CAG TCA	NM_009078.2
Shh	AAG TAC GGC ATG CTG GCT CGC	GCC ACG GAG TTC TCT GCT TTC ACA G	NM_009170.3
Gli1	GGA AGT CCT ATT CAC GCC TTG A	CAA CCT TCT TGC TCA CAC ATG TAA G	NM_010296.2
Sox2	CCA GCG CAT GGA CAG CTA	GCT GCT CCT GCA TCA TGC T	NM_011443
Foxa1	GTG GAT CAT GGA CCT CTT CC	GCC ACC TTG ACG AAA CAA TC	NM_008259.3
Foxa2	AGC AGA GCC CCA ACA AGA TG	TCT GCC GGT AGA AAG GGA AGA	NM_001291065.1
Foxd3	CAG CAA CCG TTT TCC GTA CT	GGG TCC AGG GTC CAG TAG TT	NM_010425.3
Foxe1	AAC CTC ACC CTC AAC GAC TG	GCT TTC GAA CAT GTC CTC GG	NM_183298.1
Cxcl10	CTT CTG AAA GGT GAC CAG CC	GTC GCA CCT CCA CAT AGC TT	NM_021274.2
Ephb4	TAT GCC ACG ATA CGC TTC ACC	AGC TTC GCT CTC GTA ATA GAA GA	NM_001159571.1
Fbln2	AGT GGC CGT AAG TAT GCT GC	GGA AGC TGG TAG CAA ATG AGC	NM_007992.2
Pdpn	ACC GTG CCA GTG TTG TTC TG	AGC ACC TGT GGT TGT TAT TTT GT	NM_001290822.1
Plet1	CAC TAT GGC TAA CGT CTC TGG	CTG TCG TCC TCC TTC ACT G	NM_029639.2
Runx1	GCA GGC AAC GAT GAA AAC TAC T	GCA ACT TGT GGC GGA TTT GTA	NM_001111021.2
Snai2	TGG TCA AGA AAC ATT TCA ACG CC	GGT GAG GAT CTC TGG TTT TGG TA	NM_011415.2
Tgfb2	CTT CGA CGT GAC AGA CGC T	GCA GGG GCA GTG TAA ACT TAT T	NM_009367.4

### FACS and RNA extraction for RNAseq

Lingual epithelium was isolated from SOX2-GFP P0 mice using embryonic enzyme peeling solution and manual dissection as described above (45–60 min room temperature incubation in 1:1 mix of 2.5% pancreatin and 0.25% trypsin EDTA). Peeled tissue pieces were chopped with a sharp blade and then further digested in enzyme solution of 1 mg/ml Collagenase II and 1 mg/ml elastase in 1× dPBS for 1 hr at 37°C. Digested tissue was manually triturated into single cells using a sterile glass pipette and then pelleted in DMEM/10% FBS to inhibit further enzyme digestion. Pellets were resuspended in FACS buffer (1 mM EDTA, 25 mM HEPES pH 7.0, 1% FBS, and 1× Ca^2+^/Mg^2+^ free dPBS) and passed through a 30 μM nylon mesh filter to isolate single cells from remaining aggregates. FACS-based purification of SOX2-GFP cells was carried out on a MoFlo XDP70 (Gates Center Flow Cytometry Core, University of Colorado Anschutz Medical Campus) according to the green fluorescent protein signal (excitation 488 nm; emission 530 nm). Red fluorescent protein channel (582 nm) was used to gate out autofluorescent cells, and DAPI (450 nm) was used to gate out dead cells. Total RNA was extracted from FACS-isolated cell pools (GFP^high^, GFP^low^, GFP^neg^) using the Arcturus PicoPure RNA Isolation Kit (Thermo Fisher #KIT0204) according to manufacturer’s instructions.

### RNAseq analysis

Illumina HiSEQ libraries were prepared and sequenced by the Genomics and Microarray Core Facility at the University of Colorado Anschutz Medical Campus (Illumina HighSEQ4000, HT Mode, 1 × 50). Base calling and quality scoring were performed using Illumina Real-Time Analysis (RTA) v2.7.3 software. Files were demultiplexed and converted from BCL to FASTQ format using bcl2fastq2 v2.16.0.10 conversion software. Single-end reads were trimmed using Trimmomatic v0.36 and subsequently mapped to the mm10 mouse genome using GMAP/GSNAP v20141217. FPKM values were then obtained using Cufflinks v2.2.1. Analysis was conducted using R 3.5.3. Non-protein-coding genes and genes with no expression across all samples were removed prior to analysis. Genes with an absolute fold change greater than or equal to 1.5 and FPKM values greater than or equal to 5 in each sample were designated as differentially expressed (DEG).

### GO analysis

GO analysis of DEGs was performed in g:Profiler using user default settings (Supplementary files 1d and 1e), and GO enrichment analysis was powered by PANTHER (geneontology.org) (Supplementary files 1h and i).

### Motif enrichment analysis

ROIs that included 1 kb upstream and 200 bp downstream of the TSS were extracted for the 1032 differentially expressed SOX2-GFP^high^ genes using the ‘biomaRt’ package for R. For genes with multiple isoforms, the APPRIS principal isoform was selected. In the few cases where multiple principal isoforms were annotated with APPRIS, the isoform with the TSS most upstream of the gene start site was used, resulting in one ROI for each differentially expressed gene. ROIs were converted to BED format and then FASTA format using Bedtools (version v2.26.0–129-gc8b58bc) and the Ensembl GRCm38 mouse genome (release 96).

FASTA files of ROIs were used as the input for AME (MEME-Suite, v5.0.5) and were tested against the HOCOMOCO mouse V11 motif database using default parameters but for the ‘--control --shuffle--’ flag. AME outputs were parsed with a custom R script (Larson, 2021) to compare motif enrichment and gene expression data. Data are presented as the ratio of motif hits in the primary sequence divided by motif hits in the background (shuffled primary sequences).

### Statistical analyses

Normally distributed data were analyzed in Graphpad Prism eight software using parametric two-tailed Student’s t-tests. Significance was taken as p<0.05 with a confidence interval of 95%. Data are presented as mean ± standard deviation (SD) unless otherwise indicated.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE159941 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE159941. The following dataset was generated: GoldenEJLarsonEDBarlowLA2021Onset of taste bud cell renewal starts at birth and coincides with a shift in SHH functionNCBI Gene Expression OmnibusGSE15994110.7554/eLife.64013PMC817224134009125

How the deposited data were processed for this re-analysis (not part of the article)

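RNA from 1 library of SOX2-GFP high cells and 1 library of SOX2-GFP low cells was sequenced, each from about 100000 cells sorted from the lingual epithelium of 65 P0 pups of 10 litters pooled for both populations. The authors trimmed single-end reads of 50 nt with Trimmomatic 0.36, mapped them to the mm10 mouse genome with GSNAP 20141217, obtained FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library) with Cufflinks 2.2.1 and deposited the FPKM rounded to 2 decimals. The authors also deposited a fold column, a signed score made from the ratio of the FPKM columns, in which GFP low over GFP high is written as a negative number. For all 15796 genes where both could be compared, the ratio computed here was within 0.01 of that column. The FPKM columns are named means, with 1 library per population in the sample labels, so each FPKM was read as the value of 1 library.

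The table has 21628 entries with 21591 gene identifiers, and 37 entries repeat an identifier. Of the identifiers, 21442 are in GENCODE M21 (Ensembl 96), the annotation used here for gene types, positions and exon lengths. The 21 entries it types as other than protein-coding were left out of the counts, and the 149 it does not list were kept, which leaves 21607. A cell without a number, found for GFP high in 7 entries and for GFP low in 14, was treated as missing. This left out 9 genes with at least 5 FPKM in GFP high cells, among them *Gnb2* (1200 FPKM), *Srsf5* and *Eif4g1*, and 3 genes with at least 5 FPKM in GFP low cells (*Gnl3l*, *Katna1* and *Spats2l*), which could not be compared between the populations.

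A DEG had at least 5 FPKM in the enriched population and a ratio of at least 1.5, the rule of the Results and of Supplementary files 1b and 1c. No statistical test across genes was run, because there is 1 library per population and the values are FPKM. Gene lists were compared by their median difference in log2(FPKM + 1), leaving out members at 0 in both libraries, and the median was placed among those of 10000 random lists of the same size, drawn from 20 bins of mean expression. A list was said to stand apart at or under percentile 2.5 or at or over percentile 97.5. This describes the libraries and is not a test of the populations. The marker lists were type I, type II and type III taste cells, basal and suprabasal keratinocytes, fibroblasts, endothelial cells, the Schwann lineage, mast cells, macrophages and leukocytes, melanocytes, skeletal muscle, the interferon response, proliferation, the dissociation response, Wnt targets and the retinoid pathway. These 17 lists and 4 lists of genes named in the paper were written, and the alternatives set, before the data were examined, although the genes at the top of Supplementary files 1b and 1c had been seen.

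Genes named in the text are those the paper names for the RNAseq data, the 5 genes with the largest fold in each direction among the DEGs, the 5 genes with the highest FPKM in each library and the members of the marker lists. Genes named outside this rule (entries without a number, genes listed at 0, genes of Supplementary files 1b and 1c not counted here, and the glycolysis genes) were chosen after their values were seen.

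Depth was estimated from low FPKM. A gene's FPKM was multiplied by its exon length less 200 nt, for genes with a single annotated transcript and 400 to 2500 nt of exons, and the depth was sought at which most products were near whole reads. The largest share within 0.15 of a whole read over 100 shuffles of the exon lengths was 38.6% in GFP high and 40.3% in GFP low cells, under the shares found. The length correction and the limits were settled after others had been tried on the values. Because only about 50% of low values lay near whole reads, no read counts were recovered and no count test was run. A value that corresponds to 3 reads or fewer was treated as a floor.

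The share of a gene's 50-nt windows found at another locus was computed on the transcript sequences of the annotation. A window counted where the same sequence, on either strand, occurred in a transcript of a gene at another locus. Genes with overlapping spans were taken as the same locus. The rest of the genome and inexact copies were not searched, so the shares can be too low. After the values were seen, 20% was taken as a mark of uncertain FPKM.

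The alternatives were other FPKM minimums (5 in each population, 1, 10 and none), a 2-fold minimum, pseudocounts of 1 and 0.1, each library divided by its FPKM sum (TPM), GFP low multiplied by the median GFP high/GFP low ratio of genes at 5 FPKM or more in both (0.973), all genes of the table, list members with a mean of at least 1 FPKM, and, added after the data were seen, folds rounded to 2 decimals. The TPM scale lowers every GFP high/GFP low ratio by 0.10 on the log2 scale.

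The procedure was tested on simulated data. Noise with an SD of 0.1 on the log2 scale was assumed in each simulated library, since 1 library per population cannot measure it. With so little noise and 200 genes changed by at least 2-fold, the calls check the computation of the folds and their direction and do not estimate how many DEGs are false. All 200 were called in the right population, with a median absolute error of their log2 fold of 0.11. Of 1000 random lists of 10 genes, 51 stood apart (5.1%), as did 100 of 100 lists shifted by 1 on the log2 scale. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The motif analyses and the qPCR of the paper were not analyzed here.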

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

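None of the tests in this part was chosen only after the result was seen.

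The paper does not discuss the genes of the Schwann lineage as a group, and over 10 of them the median log2(FPKM + 1) was −1.48 in GFP high relative to GFP low cells, below the median of every random list. The most abundant in GFP low cells was *Pmp22* (21.6 FPKM in GFP high and 91.6 in GFP low cells, fold −4.24), and among those at 5 FPKM or more a large fold was that of *Egfl8* (−10.8). *Ngfr* (−3.52), *Cnp* (−2.50) and *Mbp* (−2.47) were also GFP low DEGs. *Erbb3* (60.2 and 66.9 FPKM), *L1cam* (103 and 84.7 FPKM) and *Mal* (12.3 and 12.0 FPKM) were close to equal, and 7 of the 10 genes were at 5 FPKM or more in GFP high cells, so several are expressed in that population too. None of the 10 is among the connective tissue genes that the paper names for GFP low cells.

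The scale of the libraries does not account for this difference, since the median was −1.44 after scaling to the median ratio. Gene length does not either, since the list was at percentile 0 among random lists matched on exon length as well as expression. A lower share of epithelial cells in GFP low would raise the markers of other cell types alike only if those kept their relative proportions. The other lists of non-epithelial cells moved apart. The fibroblast list stood apart in the same direction as the Schwann lineage (median −0.88, with 10 of 11 genes higher in GFP low cells and 7 at 5 FPKM or more there), and so did the connective tissue genes that the paper picked from these libraries. In the opposite direction, 2 lists stood apart, each with 2 genes at 5 FPKM or more. They were the endothelial list, with 8 of 9 genes higher in GFP high cells, and the mast cell list, with 8 of 10. This argues against a lower epithelial share with the other cell types in unchanged proportions. It does not argue against a lower share caused by only some of those cell types. The endothelial list no longer stood apart with the libraries scaled to their median ratio, while the mast cell list did so under every alternative, with a median of 1.62 over its members with a mean of at least 1 FPKM. A candidate explanation is that cells of the Schwann lineage were sorted into the GFP low population. It would need most abundant members to be higher in GFP low cells, and 66.7% of the 9 members at 5 FPKM or more in either library were so by at least 1.5-fold, short of the 75% set for the test. The remaining members are expressed at similar levels in both populations, and expression in epithelial cells would hide a contribution of other cells to them, so Schwann lineage cells in GFP low and lower expression of these genes in GFP high epithelium cannot be told apart here.

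The text of the paper does not discuss proliferation genes as a group in these libraries, although Supplementary file 1b lists those that were GFP high DEGs. Over 12 proliferation genes the median log2 difference was 0.39, at percentile 99.9 of the random lists. All 12 were higher in GFP high cells as deposited, and 5 of them passed 1.5-fold, namely *Cenpf* (79.7 and 42.4 FPKM, fold 1.88), *Plk1* (1.72), *Cdk1* (1.69), *Ube2c* (1.59) and *Tpx2* (1.57). On the TPM scale *Mki67* and *Ccna2* changed direction, *Ube2c* and *Tpx2* fell under 1.5-fold, and the median was 0.29. With the libraries scaled to their median ratio the median was 0.43, and among random lists matched also on exon length the list was at percentile 99.94, so neither scale nor length accounts for the difference. A larger share of dividing cells among GFP high cells may be the source, but non-dividing cells of other types within the mixed GFP low population could lower the same genes, and no test here separates these. The difference is small and comes from 1 library per population.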

How the results depend on the processing

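The folds rounded to 2 decimals were chosen as an alternative only after seeing the data, and all other alternatives were set earlier.

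The DEG counts depended most on the thresholds. Against 1020 GFP high and 958 GFP low DEGs, a minimum of 1 FPKM gave 1540 and 1563, no minimum gave 3131 and 3248, and a 2-fold minimum gave 448 and 467. With 5 FPKM required in each population, 633 GFP low DEGs were left, all of them in Supplementary file 1c, and 777 GFP high DEGs. A lower minimum admits more genes by construction, and a higher one fewer. The counts stayed within 1.5 times the main counts under a minimum of 10 FPKM (820 and 707), both pseudocounts (940 and 873 with 1, 1007 and 942 with 0.1), all genes of the table (1021 and 959), rounded folds (1032 and 969) and both other scales. The TPM scale gave 807 and 1219, with 39.8% of DEGs in GFP high against 51.6%, and the median ratio gave 1107 and 856 (56.4%). The TPM scale moves every log2 ratio by −0.10 and the median ratio moves it by 0.04 in the other direction, which shows the cause of these changes.

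Of the 216 named genes, all kept their direction and their side of the DEG threshold with a pseudocount of 0.1. With a pseudocount of 1, 5 were no longer DEGs. On the TPM scale 9 were no longer DEGs, 5 became DEGs and 8 changed direction, with folds of −1.01 for *Ccna2*, −1.07 for *Fos*, −1.06 for *Gas1*, −1.04 for *Ifit1*, −1.004 for *Junb*, −1.02 for *Kif7*, −1.05 for *Mal* and −1.01 for *Mki67*. Scaled to the median ratio, 2 were no longer DEGs and *Fosb* (1.02) and *Rarg* (1.03) changed direction. The genes that changed direction on these scales were close to equal in the 2 populations as deposited, and the shift of the scale is the cause. *Cdh6* with the median ratio and *Pecam1* on the TPM scale were no longer DEGs because they fell under 5 FPKM. Of the 64 genes that the paper names, 56 kept their direction and their side of the threshold on the TPM scale, 62 with a pseudocount of 1 and 63 with the median ratio.

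Among the lists, the endothelial median was 0.43 with the median ratio but at percentile 97.4 it no longer stood apart, the melanocyte median was −1.47 with a pseudocount of 0.1 and then stood apart, and the retinoid pathway median changed direction to −0.00376 over members with a mean of at least 1 FPKM. The cause was not tested for these 3. The other list medians kept their direction and their side of the percentile limits under every alternative that gave a value. Fewer than 3 type I taste cell genes were above 0, and too few type II, type III and melanocyte genes had a mean of at least 1 FPKM, so these gave no value.

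No paired analysis was possible because there is 1 library per population and no result comes from a test. The depth limits the folds of genes with few reads in 1 population, such as *Gm6537*, *Capn9* and *Lyg1*, and the marker lists with few genes at 5 FPKM or more.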

Differences from the paper's values

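The folds that the paper states differed from those found here by no more than rounding, and its DEG counts by less than 1.5 times. The statements and counts that differ at all are given here.

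The paper's text gives 1032 GFP high and 970 GFP low DEGs, its Supplementary files 1b and 1c hold 1033 and 970 genes, and the counts here were 1020 and 958. With folds rounded to 2 decimals before the threshold, a setting chosen after seeing the values, the counts were 1032 and 969. With all genes of the table, an alternative set before the data were examined, the counts were 1021 and 959, and with the libraries scaled to the median ratio 1107 and 856, of which 1032 and 856 are in Supplementary files 1b and 1c. On the TPM scale the counts were 807 and 1219, of which 807 and 969 are in those files. No alternative set before the data were examined gave the paper's counts. The Methods word the FPKM minimum as holding in each sample, and by that wording 777 and 633 DEGs were counted, all of them in Supplementary files 1b and 1c.

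The paper places *Elf5* among the genes with the highest GFP high enrichment shown in Figure 6—figure supplement 1, while it was at rank 54 among the GFP high DEGs counted here, outside the first 50. The paper states, citing Figure 6H and 6J, that *Foxd3* was found in GFP low cells alone. The deposited RNAseq value in GFP high cells is 0.12 FPKM, about 7 reads at the estimated depth. This is above 0 but under the 5 FPKM minimum. The gene shown as *Ccer* in Figure 6—figure supplement 1 has the identifier of *Gm6537* in the deposited table.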

Other observations

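In this part, the tests on glycolysis genes and on collagens were chosen only after the pattern was seen.

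The fibroblast genes *Col1a1* (34.4 and 172 FPKM), *Col1a2* (33.2 and 167 FPKM) and *Col3a1* had almost the same fold, −4.99, −5.02 and −5.00. A hypothesis is that 1 kind of connective tissue cell was present in both populations in different amounts, which would give other fibroblast genes the same fold. Of the 4 other fibroblast genes at 5 FPKM or more, 1 was within 1.5 times the fold of the collagens, *Dcn* (−3.52), while *Postn* was at −10.5, *Lum* at −1.62 and *Fbn1* at −1.43. Expression in epithelial cells would bring a fold closer to 1, so the smaller folds exclude nothing, and *Postn* could also be the only 1 of these genes with no expression in other cells. Different amounts of 1 kind of cell and several kinds of connective tissue cell cannot be told apart from these genes.

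The glycolysis gene *Gapdh* had an FPKM of 10.7 in GFP high and 20.0 in GFP low cells and counted as a GFP low DEG (fold −1.88), while *Aldoa* and *Tpi1* were at 749 and 417 FPKM in GFP high cells. A candidate explanation is that reads shared with pseudogenes or paralogs were not counted. In *Gapdh* 24.7% of 50-nt windows occur at another locus, in *Pgk1* 53.9%, in *Pgam1* 36.2% and in *Eno1* 25.99%. Across 10 glycolysis genes, the Spearman rho between this share and the FPKM was −0.61 in GFP high and −0.66 in GFP low cells. Lost shared reads would give this direction, and *Pgk1* (10.3 and 6.74 FPKM) and *Pgam1* (18.8 and 15.7 FPKM) were also low. *Eno1*, however, has a slightly larger share than *Gapdh* and had an FPKM of 149 in GFP high and 97.3 in GFP low cells. The share of windows counted here therefore does not alone account for the low FPKM of *Gapdh*. Copies outside annotated transcripts and inexact copies were not counted, so lost shared reads are not excluded. Genes are not independent replicates, and *Gapdh* and *Pgk1* had been seen beforehand. *Pgk1* (1.52) and *Eno1* (1.53) were GFP high DEGs close to the threshold, and this limit applies to their folds too. No biological explanation was tested.

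The other lists of genes gave these medians of the log2 difference. The mast cell list was at 0.26, percentile 99.5, with 2 of its 10 genes, *Kit* and *Tpsb2*, at 5 FPKM or more in GFP high cells. *Tpsb2* was a GFP high DEG at 10.7 and 2.35 FPKM. The macrophage and leukocyte list was at −0.13 (percentile 24.8), with *Adgre1* not in the table, the melanocyte list at −0.42 (percentile 3.37) and the skeletal muscle list at −0.15 (percentile 26.2). The interferon response list was at 0.10 (percentile 85.1), the Wnt target list at −0.20 (percentile 9.04) and the retinoid pathway list at 0.08 (percentile 80.8). The Wnt and retinoid lists held genes enriched in both directions, such as *Notum* (3.83), *Tcf7* (−2.36), *Aldh1a1* (5.14) and *Crabp1* (−3.62). The type I taste cell list gave no median, with fewer than 3 genes above 0. Over the FOXA1;FOXA2 candidates named in the paper the median was 0.60 (percentile 99.8), on genes the study picked from these libraries.

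The dissociation response list was at 0.14 (percentile 83.5) between the populations, but its 10 genes were highly expressed in both. The lowest, *Fosb* in GFP high cells, was at 418 FPKM, above 98.1% of genes, and *Fos* was at 2589 and 2588 FPKM. No undissociated tissue was analyzed here, so the part of this expression that was present before dissociation is not known. *Atf3* (1.56) was a GFP high DEG and *Egr1* (−1.50) a GFP low DEG, both close to the threshold.

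The 8 genes that the paper assigns to *Retinol metabolic process* in GFP high cells had folds from 1.77 to 5.14, with a median of 2.62. The paper gives a query of 627 genes for this term, so these folds may reflect a query limited to the larger folds. The genes with the highest FPKM in GFP high cells were *Sepw1* (62418 FPKM), *Krt13*, *Krtdap* (25624 FPKM), *Krt4* and *Krt5* (9667 FPKM). In GFP low cells they were *Sepw1* (46190 FPKM), *Krtdap* (18788 FPKM), *Krt5* (10422 FPKM), *Gpx4* (10132 FPKM) and *Krt15* (9773 FPKM). In *Gpx4* 34.7% of the 50-nt windows occur at another locus.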
